# Circulating Exosomal microRNAs as Biomarkers of Colon Cancer

**DOI:** 10.1371/journal.pone.0092921

**Published:** 2014-04-04

**Authors:** Hiroko Ogata-Kawata, Masashi Izumiya, Daisuke Kurioka, Yoshitaka Honma, Yasuhide Yamada, Koh Furuta, Toshiaki Gunji, Hideki Ohta, Hiroyuki Okamoto, Hikaru Sonoda, Masatoshi Watanabe, Hitoshi Nakagama, Jun Yokota, Takashi Kohno, Naoto Tsuchiya

## Abstract

**Purpose:**

Exosomal microRNAs (miRNAs) have been attracting major interest as potential diagnostic biomarkers of cancer. The aim of this study was to characterize the miRNA profiles of serum exosomes and to identify those that are altered in colorectal cancer (CRC). To evaluate their use as diagnostic biomarkers, the relationship between specific exosomal miRNA levels and pathological changes of patients, including disease stage and tumor resection, was examined.

**Experimental Design:**

Microarray analyses of miRNAs in exosome-enriched fractions of serum samples from 88 primary CRC patients and 11 healthy controls were performed. The expression levels of miRNAs in the culture medium of five colon cancer cell lines were also compared with those in the culture medium of a normal colon-derived cell line. The expression profiles of miRNAs that were differentially expressed between CRC and control sample sets were verified using 29 paired samples from post-tumor resection patients. The sensitivities of selected miRNAs as biomarkers of CRC were evaluated and compared with those of known tumor markers (CA19-9 and CEA) using a receiver operating characteristic analysis. The expression levels of selected miRNAs were also validated by quantitative real-time RT-PCR analyses of an independent set of 13 CRC patients.

**Results:**

The serum exosomal levels of seven miRNAs (let-7a, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a) were significantly higher in primary CRC patients, even those with early stage disease, than in healthy controls, and were significantly down-regulated after surgical resection of tumors. These miRNAs were also secreted at significantly higher levels by colon cancer cell lines than by a normal colon-derived cell line. The high sensitivities of the seven selected exosomal miRNAs were confirmed by a receiver operating characteristic analysis.

**Conclusion:**

Exosomal miRNA signatures appear to mirror pathological changes of CRC patients and several miRNAs are promising biomarkers for non-invasive diagnosis of the disease.

## Introduction

Colorectal cancer (CRC) is one of the major causes of cancer-related deaths worldwide [1]. Systematic methods for diagnosing pathological conditions might contribute to a high detection rate of patients at early stages of CRC, leading to a reduction in mortality rates. Implementation of the fecal occult blood test and flexible sigmoidoscopy as screening methods has reduced CRC mortality [2], [3]. However, these techniques have inherent limitations; the sensitivity of detection of the fecal occult blood test is fairly low and flexible sigmoidoscopy is invasive and uncomfortable for patients. Carbohydrate antigen 19-9 (CA19-9) and carcinoembryonic antigen (CEA) have been widely used as tumor markers for detection of many types of cancer, including colon, liver, pancreatic, and stomach. However, the sensitivity of these markers for the detection of CRC is low, especially in the early stages of the disease [4]. Therefore, there is a need for the development of CRC-specific diagnostic markers for rapid, non-invasive, and highly sensitive screening of patients.

MicroRNAs (miRNAs) are endogenous, small, non-coding RNAs and their tissue-specific expression contributes to the precise control of various biological processes [5], [6]. Dysfunction of miRNAs is found in various cancers and the endogenous expression profiles of miRNAs can be used to classify cancer types [7], [8]. Several miRNAs showing high levels of expression in cancer tissues have been reported as suitable diagnostic or prognostic markers [9]. Recent studies demonstrated that miRNAs are secreted from various cells, including cancer cells, into body fluids such as blood, urine, breast milk, and saliva, *via* exosomes [10]–[12]. Exosomes are small membrane vesicles of approximately 100 nm that embed protein, lipids, mRNAs, and miRNAs, depending on the origin of the secreting cells [13], [14]. Therefore, exosomal miRNAs in body fluids may be useful diagnostic biomarkers for the detection of cancer [10], [15]. However, there is currently a lack of information regarding the relationship between exosomal miRNA profiles in blood and the pathological condition of cancer patients.

Here, we performed microarray-based profiling of exosomal miRNAs in sera from healthy controls (HCs) and primary CRC patients. The miRNA profiles in exosomes from colon cancer cell lines were also examined to identify candidate biomarkers secreted by colon cancer cells. The exosomal miRNA signatures differed between CRC patients and controls. By comparing the miRNA profiles of clinical samples and cell lines, eight miRNAs (let-7a, miR-1224-5p, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a) that were significantly elevated in serum exosomes from primary CRC patients and were down-regulated after surgery were identified. CRC-associated elevation of seven of these exosomal miRNAs was validated in an independent sample set using quantitative real-time RT-PCR (qRT-PCR). Taken together, the results presented here demonstrate that exosomal miRNA signatures reflect pathological changes in CRC patients and are applicable for the development of diagnostic strategies for detection of primary CRCs.

## Materials and Methods

### Clinical samples

Serum samples from 88 CRC patients (aged 35 to 65 years) with a primary tumor were provided by the National Cancer Center Hospital Biobank, Japan (Tokyo, Japan) from 2003 to 2004. Serum samples were also collected from 29 of the patients after surgical resection of the primary tumor from 2003 to 2004. For validation by qRT-PCR, serum samples from 13 different CRC patients (aged 45 to 70 years) with a primary tumor were provided by the National Cancer Center Hospital Biobank, Japan in 2009. Surgical specimens of primary colon cancer and surrounding non-cancerous regions were obtained from patients treated at Teikyo University Hospital (Tokyo, Japan) [16]. Sera from 19 individuals (aged 35 to 65 years) that underwent a complete physical screening at the NTT Medical Center Tokyo (Japan) in 2011 were used as HC samples. Serum samples were stored at −20°C until use.

### Ethics Statement

Institutional Review Board approvals for use of the samples were obtained at NTT Medical Center, The University of Tokyo, and National Cancer Center. Written informed consent was obtained from all of the patients included in the study.

### Cell lines

All cell lines used in this study were obtained from the American Tissue Culture Collection. Normal human fetal colon-derived FHC cells were cultured in DMEM-F12 containing 25 mM HEPES, 10 ng/ml cholera toxin, 5 μg/ml insulin, 5 μg/ml transferrin, 100 ng/ml hydrocortisone, and 10% fetal bovine serum [17]. The HCT116, HT-29, RKO, SW48, and SW480 human colon cancer cell lines were cultured in DMEM supplemented with 10% fetal bovine serum [18]–[20]. The culture medium was collected after growth of the cells for 48 h.

### Preparation of exosome-enriched fractions

Exosome fractions were prepared by a step-wise centrifugation-ultracentrifugation method, as described previously with minor modifications [13]. Briefly, culture medium from colon cancer cell lines was centrifuged at 500×g for 5 min to remove the cell debris, and then centrifuged at 16,500×g for 20 min using a JA-30.50 rotor (Beckmann). The cleared supernatant was passed through a 0.20 μm filter and then ultracentrifuged at 120,000×g for 70 min using a TLA-110 rotor (Beckmann). The pellets were washed with phosphate-buffered saline (PBS) and then resuspended in 250 μl of PBS as exosome-enriched fractions. Serum samples (750 μl) from CRC patients and HCs were diluted eight-fold with PBS and the exosome-enriched fractions were prepared as described above. Enrichment of the exosome marker CD81 in the prepared fractions was confirmed by immunoblot analysis (see Methods S1 and Figure S1).

### Preparation of total exosomal RNA

The exosome fraction prepared from serum was mixed with 750 μl of Trizol-LS reagent (Invitrogen) and the aqueous phase was collected by adding chloroform. After the addition of ethanol to the aqueous phase, total RNA was purified using RNeasy Mini Spin Columns (Qiagen). The RNA sample was dried using a speed-vac centrifugal concentrator (Savant) and then dissolved in 10 μl of nuclease-free water. The concentration of RNA was determined using a NanoDrop spectrophotometer (Thermo Scientific) and the Quanti-iT RiboGreen RNA Assay Kit (Invitrogen). The quality of RNA was analyzed using an Agilent 2100 Bioanalyzer and small RNA chips (Agilent Technologies).

### miRNA microarray analysis

Total RNAs from the exosome fractions were labeled with pCp-Cy3 using the Agilent miRNA labeling reagent, and then hybridized to a human miRNA oligonucleotide microarray (8×15 K, version 3.0; Agilent Technologies), according to the manufacturer's instructions. After hybridization, the array was washed with Gene expression Wash Buffer kit (Agilent Technologies) and scanned using an Agilent DNA microarray scanner. After numerical conversion of the raw data using Feature Extraction Software (version 10.7; Agilent Technologies), the transformed data were analyzed using GeneSpring GX software (version 12.5; Digital Biology). The signal intensities of the spots on the microarray were normalized to the total signal intensity of the array and are shown as percentages. The miRNA microarray data have been deposited in the NCBI Gene Expression Omnibus database with accession code GSE40247.

### qRT-PCR

Exosomal miRNAs were reverse transcribed using MultiScribe reverse transcriptase (Life Technologies) and miRNA-specific primers. The miRNAs were quantified by real-time PCR using TaqMan microRNA kits (Life Technologies) and the 7300 Real-Time PCR System (Applied Biosystems), according to a standard protocol [21]. The comparative cycle threshold (Ct) was used to evaluate the relative detection level of each miRNA in the sample, which was determined using the 2^−ΔΔCT^ method [22]. In qRT-PCR experiments, miR-451 was used as an internal standard because it was detectable in all samples and its normalized intensities were not significantly different between HC and CRC serum exosomes (*P*>0.05).

### Statistical analysis

A two-sided paired Student's *t*-test or Welch's *t*-test was used to determine the statistical significance of differences in microarray signal intensities. Hierarchical clustering analysis of the dataset of all miRNA profiles was performed using Ward's method. The receiver operating characteristic (ROC) curve and area under the curve were analyzed to assess the possibility of using a selected miRNA ratio as a diagnostic marker for CRC. Correlation coefficients of exosomal miRNA profiles between cell lines and of the levels of CA19-9, CEA, and exosomal miRNAs in patient serum as candidate CRC markers were determined by multivariate analysis. These analyses were performed using JMP9 software. The Jonckheere-Terpstra test (SPSS software, version 18) was used to determine the correlation between CRC tumor/node/metastasis (TNM) stages and miRNA levels.

## Results

### Identification of exosomal miRNAs that are elevated in CRC by microarray analysis

Microarray-based screening was used to detect miRNA levels in exosomal fractions of serum samples from CRC and HC patients, as well as culture media from a normal colon-derived cell line and five different human colon cancer cell lines. 

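The deposited microarrays covered FHC, a line from normal fetal colon, and the colon cancer lines HCT116 and SW480. For each of these 3 lines there were 3 arrays of exosomes from medium collected after 48 h of growth and 2 arrays of the cells. A further 4 arrays held exosomes of fetal bovine serum (FBS), which made up 10% of the culture medium. Patient serum, tissue and the lines HT-29, SW48 and RKO were not among the 19 arrays. In exosomes the strongest signal came from miR-574-5p in FHC (16.0% ± 2.87 of the summed signal, SD, n = 3) and from miR-923 in HCT116 (12.5% ± 3.92, SD, n = 3) and SW480 (19.0% to 31.1% on the 3 arrays). In cells it came from miR-720, with 24.1% ± 5.10 (SD, n = 2) in FHC, 37.4% ± 9.81 (SD, n = 2) in HCT116 and 20.3% ± 2.01 (SD, n = 2) in SW480. Both miR-720 and miR-923 are sequences later withdrawn as miRNAs because they are pieces of transfer or ribosomal RNA. Each array carried probes for 851 human and 88 viral miRNAs. The authors hybridized labelled RNA to Agilent arrays and deposited the background-subtracted intensities that Agilent Feature Extraction gave, with its detection call for each miRNA and no scaling between arrays. From these, the total signal of each human miRNA was divided by the summed signal of the human miRNAs detected on its array and given as a percent. The methods state only that signals were normalized to the total signal of the array, and the total used here gave 11 of 52 HCT116 and 16 of 52 SW480 values of Table S3 within 0.01 percentage points, against 45 and 48 without miR-923 and with single detections as not detected, a setting chosen after the values were seen. A miRNA that was not detected, or that lay under 0.01%, was set to 0.01%, the value that the notes of Table S3 give for undetected miRNAs. The summed signal, in arbitrary intensity units, was 909.6 to 1923 (median 1195) on FHC, 3341 to 8101 (median 5563) on HCT116 and 3356 to 6710.0 (median 5572) on SW480 exosome arrays. It was 199.9 to 577 (median 226) on FBS exosome arrays, 159276 and 209042 on the arrays of FHC cells, 131376 and 138149 on those of HCT116 cells, and 129579 and 141046 on those of SW480 cells. The weakest detected miRNA stood for 0.109% to 0.272% of the signal on FHC exosome arrays, 0.0260% to 0.0903% on those of HCT116, 0.0276% to 0.0705% on those of SW480, and 0.0005% to 0.0012% on cell arrays. The 0.109% came from FHC exosome array 2, where the negative control spots had an SD of 3545 intensity units. On FHC exosome arrays 1 and 3 this SD was 3.48 and 2.74, and the next highest of any array was 24.9, on FBS exosome array 2. The cause was not examined and the array was kept. Groups were compared with limma on the log2 of the percents, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05, over miRNAs detected on every array of at least 1 group. These tests, the miRNA lists and the rule for naming miRNAs were set before the data were examined. For a miRNA detected on no array of 1 side, the fold is given as a bound, worded as at least, against the weakest detected percents of those arrays taken together. It need not hold against the highest of these limits, and no bound is given where it falls under 1. Such a miRNA has no spread on that side, which lowers its p-value, and p-values here measure only the spread between arrays. FHC and HCT116 arrays shared 2 slides, and all SW480 arrays lay on a slide of their own, so that differences of SW480 from the other lines and of its slide cannot be told apart. FHC was also grown in another base medium than the cancer lines, with cholera toxin, insulin, transferrin and hydrocortisone added. Differences of FHC from the cancer lines and of its medium therefore cannot be told apart.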

Figure 1 shows an overview of the screening strategy used. The exosome-enriched fractions were prepared using a step-wise centrifugation-ultracentrifugation method, as shown in Figure S1A. Enrichment of small RNA and CD81 in the exosome fractions was confirmed by capillary electrophoresis and immunoblot analysis, respectively (Figures S1B–D). A multivariate analysis and correlation plots of microarray data indicated reproducible detection of exosomal miRNAs in independent experiments and correlations between the miRNA profiles of the different cancer cell lines (Figure S1E and Table S1). 

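Exosome profiles of the same line were on average closer to each other than those of different lines. Across the 152 miRNAs detected on at least 1 of the 9 exosome arrays, Pearson's r averaged 0.849 ± 0.0934 (SD, 9 pairs of arrays) within a line and 0.527 ± 0.195 (SD, 27 pairs) between lines. FHC and SW480 were the most distant pair of lines, with a mean r of 0.297 ± 0.135 (SD, 9 pairs). MiR-32*, for example, was 4.38% ± 0.482 (SD, n = 3) in FHC and was detected on no SW480 array, but this miRNA and miR-574-5p were also detected on both FBS arrays of a slide shared with FHC and HCT116 and on neither FBS array of another slide, so that their difference in SW480 cannot be told apart from its slide. FHC and HCT116 had a mean r of 0.638 ± 0.0974 (SD, 9 pairs), HCT116 and SW480 of 0.646 ± 0.0803 (SD, 9 pairs). Within FHC the mean was 0.849 ± 0.0283 (SD, 3 pairs), within HCT116 0.906 ± 0.0581 (SD, 3 pairs) and within SW480 0.791 ± 0.144 (SD, 3 pairs), where miR-451, a miRNA of red blood cells, was highest on SW480 exosome array 2 (24.2%) and lowest on array 3, the pair with the lowest r of 0.625. Pairs of FHC and HCT116 arrays had a mean r of 0.666 on a shared slide and of 0.615 on different slides. Single pairs of different lines lay above the lowest pair within a line, as FHC array 3 and HCT116 array 3, on a shared slide, with an r of 0.811. Without the 5 miRNAs of highest mean percent, the mean r was 0.845 ± 0.129 (SD, 9 pairs) within a line and 0.504 ± 0.280 (SD, 27 pairs) between lines, but that of HCT116 and SW480, 0.762 ± 0.139 (SD, 9 pairs), lay above that within FHC, 0.714 ± 0.142 (SD, 3 pairs). These coefficients run across miRNAs, which are not independent replicates, so no p-value is attached to them. Over only the miRNAs detected on both arrays of a pair, 2 coefficients changed sign, that of FHC array 1 and SW480 array 3 from 0.0927 to -0.0599 and that of FHC array 2 and SW480 array 3 from 0.100 to -0.0255.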

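Exosomes held far less of the abundant cellular miRNAs and more of a smaller set that was near the floor in cells. MiR-21, an oncogenic miRNA of many cancers, was 0.131% ± 0.220 (SD, n = 9) of the signal in exosomes and 13.0% ± 3.71 (SD, n = 6) in cells, a log2 fold change of -8.63 (limma adjusted p = 3.25e-05). The size of this fall rests in part on the floor, as some exosome arrays of every line did not detect miR-21. MiR-29b was detected on no exosome array and was 1.82% ± 1.46 (SD, n = 6) in cells, at least 17.2-fold lower in exosomes (limma adjusted p = 3.74e-09). The opposite was seen for miR-630, with 6.68% ± 4.00 (SD, n = 9) in exosomes and 0.0145% ± 0.00604 (SD, n = 6) in cells, a log2 fold change of 8.50 (limma adjusted p = 2.49e-09). MiR-451 made up 8.25% ± 7.59 (SD, n = 9) of the exosome signal and was detected on no cell array, but it was also among the strongest signals of FBS exosomes (10.2% ± 6.59, SD, n = 4). Of 427 miRNAs tested, 58 were higher and 224 lower in exosomes, and 185 of the latter were detected on no exosome array. Families of common cellular miRNAs fell in exosomes, with 8 of 9 let-7 members, 11 of 11 members of the miR-17-92 cluster and its paralogs, 5 of 5 of the epithelial miR-200 family, 5 of 5 of the miR-23, miR-27 and miR-24 clusters, 3 of 3 of the miR-29 and 5 of 5 of the miR-30 family lower and none higher, also when adjusted over the list alone. The miR-99, miR-100 and miR-125 family had 4 of 5 members lower and none higher. As sets none of these 7 families passed limma's camera test (adjusted p from 0.0729 to 0.191). Of 18 miRNAs with a mature sequence rich in G and C, 15 were higher and 1 was lower (camera adjusted p = 7.23e-09, and adjusted p = 0.0488 with an estimated correlation). Among the blood and serum miRNAs, miR-451, miR-486-5p, miR-223 and miR-122 of 8 were higher and miR-16 was lower (camera adjusted p = 0.0592), which turned to 3 higher and 4 lower when scaled by the 75th percentile. MiR-223 lost its call without any 1 of the 6 cell arrays (log2 fold change 2.83, limma adjusted p from 0.0563 to 0.0572), HCT116 exosome array 3 (2.70, 0.0505) or SW480 exosome array 1 (2.64, 0.0523). Arrays of exosomes and cells fell into separate clusters by Ward's method, with all 15 on their own side. With the slide as a fixed block, 59 miRNAs were higher and 220 lower, and 277 of the 282 calls were kept. The counts depended on the processing, with 43 higher and 356 lower when scaled by the 75th percentile, 143 and 237 with normexp background correction, 104 and 146 without the floor, and 33 and 59 with 1 detection limit on every array, an alternative chosen after the values were seen. Exosome arrays carried less RNA signal than cell arrays, and scaling by the 75th percentile moved the median log2 fold change by -1.74.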

The exosomal miRNA profiles of the five colon cancer cell lines and the FHC cell line were distinct from the endogenous cellular miRNA profiles (Figure S1F).

**Figure 1:**
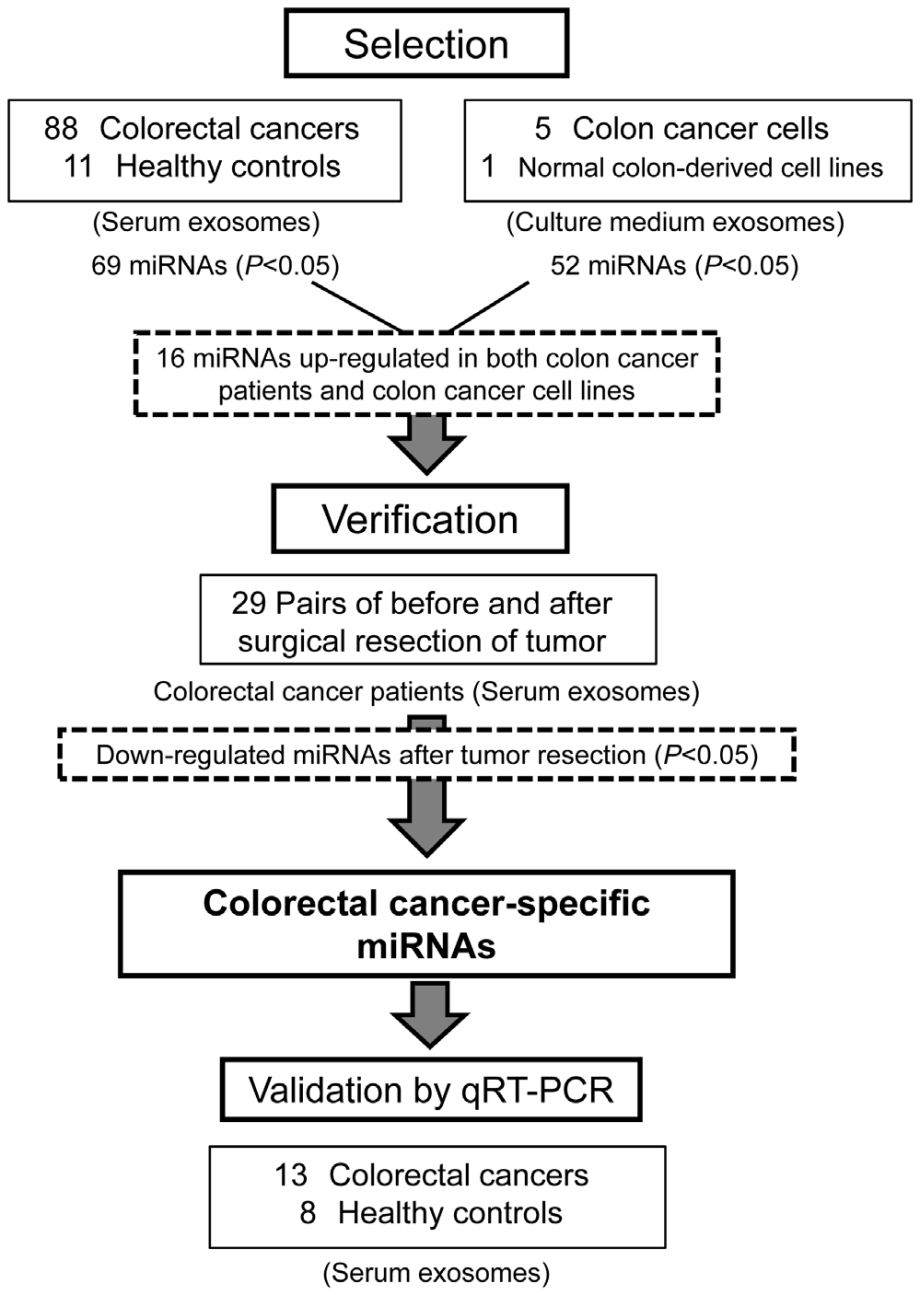
Strategy for the identification of CRC-specific exosomal miRNAs.

The miRNA profiles of the exosome fractions of serum samples from 88 primary CRC patients (including TNM clinical stages I, II, IIIa, IIIb, and IV) and 11 HCs were determined using microarrays. The characteristics of the patients and the exosomal miRNAs detected in each group are shown in Table 1. A total of 164 miRNAs were detected in all serum samples examined (Figure S2A) and 69 miRNAs were expressed at significantly higher levels in CRC patients than HCs (*P*<0.05) (Figures S2B and S2C, Table S2). 

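Exosomes of HCT116 and SW480 held more of several miRNAs that were below detection in FHC exosomes, and a smaller share of a set that made up more of the FHC signal. MiR-320c was 0.574% ± 0.157 (SD, n = 6) in the cancer lines and was detected on no FHC array, at least 2.22-fold higher (limma adjusted p = 3.38e-06). MiR-494, from the imprinted cluster on chromosome 14, was 0.428% ± 0.203 (SD, n = 6), at least 1.96-fold higher (limma adjusted p = 1.06e-05), and miR-1275 was 0.375% ± 0.119 (SD, n = 6), at least 1.81-fold higher (limma adjusted p = 4.07e-06). MiR-630 was measured on both sides, with 8.99% ± 2.20 (SD, n = 6) in the cancer lines and 2.06% ± 1.94 (SD, n = 3) in FHC, a log2 fold change of 2.49 (limma adjusted p = 0.00286). In the other direction, miR-720 fell from 14.5% ± 6.46 (SD, n = 3) in FHC to 3.64% ± 1.79 (SD, n = 6), a log2 fold change of -2.06 (limma adjusted p = 0.00144), and miR-1234 from 1.86% ± 0.560 (SD, n = 3) to 0.356% ± 0.192 (SD, n = 6), a log2 fold change of -2.51 (limma adjusted p = 0.000880). Of 76 miRNAs tested, 30 were higher and 25 lower in the cancer lines. The intensity of 13 of the 14 miRNAs lower in HCT116 lay within 2-fold of that in FHC, as for miR-1238 with 10.6 ± 0.863 (SD, n = 3) and 10.0 ± 0.865 (SD, n = 3), but in SW480 this held for 10 of the 26 lower ones, and 9 of them, such as miR-32* and miR-1237, were undetected there. Of the 25 lower in both lines together, 16 were detected on all 4 FBS arrays. Of the 30, 24 were detected on no FHC array, and only 3 of these had a bound above 1.5-fold while 18 had none above 1. The percents of 8 higher and 17 lower miRNAs did not overlap between the 6 cancer and the 3 FHC arrays. Chance gives this in 2.38% of miRNAs where there is neither a floor nor a detection filter, so that share is no reference for these counts. Of the Table S3 miRNAs, 32 were testable, of which 23 were higher and none lower, also when adjusted over the list alone (camera adjusted p = 1.68e-09), but the study chose that list partly on these arrays, so it is not independent evidence. With measured signal kept for undetected miRNAs in place of the floor, the same list had 10 higher and 8 lower members. From the imprinted cluster on chromosome 14, all 3 testable miRNAs were higher (camera adjusted p = 0.0960), and 1 was higher and 2 were lower without the floor. Of the miR-17-92 cluster and its paralogs, miR-92a and miR-25 were both higher, with no bound on their folds in either line. MiR-25 lost its call without FHC exosome array 1 (adjusted p = 0.0600 from limma), FHC exosome array 2 (0.0596) or HCT116 exosome array 1 (0.0558). Without the floor its change turned to -0.18. Of the 4 testable members of the fixed list of pieces of transfer or ribosomal RNA, miR-1308 was higher and miR-720, miR-1280 and miR-1274b were lower. The call of miR-1308, which was detected on no FHC and 1 of 3 SW480 arrays, rests on the floor, without which its change was -0.56. MiR-923, a withdrawn sequence outside that list, was higher, with 19.8% ± 9.37 (SD, n = 6) against 4.71% ± 0.640 (SD, n = 3; limma adjusted p = 0.000442). FHC exosome arrays were dimmer, with a mean summed signal of 1343 ± 523 (SD, n = 3) against 5441 ± 1870 (SD, n = 6; two-sided exact permutation p = 0.0238, the smallest possible), and leaving out any FHC array moved this p to 0.0714, the smallest possible with 2 against 6 arrays. The counts depended on the processing, with 24 higher and 14 lower for the processed signal, 16 and 0 for normexp background correction, 11 and 40 without the floor, and 7 and 21 with 1 detection limit set for every array, an alternative chosen after the values were seen.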

Analysis of the exosomal miRNA profiles of culture media from five different colon cancer cell lines and normal colon epithelial FHC cells revealed that 52 miRNAs were secreted at significantly higher levels from all five colon cancer cell lines than from the FHC cells (Figures S3A and S3B, Table S3).

**Table 1:** Characteristics of the HC and CRC patients included in the study.

	HC	CRC				
Clinical stage		TNM I	II	IIIa	IIIb	IV
	(n = 11)	(n = 20)	(n = 20)	(n = 20)	(n = 16)	(n = 12)
Age in years, mean (SD)	51.0 (9.2)	52.9 (7.8)	57.7 (7.9)	54.6 (7.2)	54.8 (8.6)	56.9 (4.7)
Range	35–64	38–65	35–65	36–63	36–65	48–64
Sex, n (%)						
Female	3 (27.2)	9 (45.0)	7 (35.0)	9 (45.0)	4 (25.0)	4 (33.3)
Male	8 (72.7)	11 (55.0)	13 (65.0)	11 (55.0)	12 (75.0)	8 (66.7)
Number of exosomal miRNAs detected, mean (SD)	62.5 (20.6)	80.9 (18.0)	76.6 (23.7)	74.7 (19.5)	78.3 (18.6)	71.2 (12.1)
Range	61–124	66–111	61–124	66–111	61–124	66–111
Total signal intensities of exosomal miRNAs, mean (SD)	1954 (877)	2037 (784)	1935 (918)	1924 (796)	1878 (854)	1817 (925)

A comparison of the 69 up-regulated miRNAs from CRC patients and the 52 up-regulated miRNAs from the colon cancer cell lines revealed that 16 miRNAs were present in both sets (Figure 2): let-7a, miR-1224-5p, miR-1229, miR-1246, miR-1268, miR-1290, miR-1308, miR-150, miR-181b, miR-181d, miR-1915, miR-21, miR-223, miR-23a, miR-483-5p, and miR-638. 

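In the exosomes of HCT116 and SW480 taken together, 5 of these 16 miRNAs were higher than in FHC exosomes and none was lower, but only miR-1224-5p was higher in each of the 2 lines. MiR-638 (probe target on chromosome 19 of hg18, 10690107 to 10690119) was 12.3% ± 10.1 (SD, n = 6) of the signal in the cancer lines and 2.47% ± 3.29 (SD, n = 3) in FHC, a log2 fold change of 2.92 (limma adjusted p = 0.0161), with 3.82 in SW480 (limma adjusted p = 0.0125) and 2.02 in HCT116, where it did not pass (limma adjusted p = 0.119). MiR-1915 (chromosome 10, 21825553 to 21825562) was 9.55% ± 6.20 (SD, n = 6) and 1.80% ± 2.20 (SD, n = 3), a log2 fold change of 2.97 (limma adjusted p = 0.0113), with 3.50 in SW480 (limma adjusted p = 0.0136) and 2.43 in HCT116, where it did not pass (limma adjusted p = 0.0598). MiR-1224-5p (chromosome 3, 185441896 to 185441905) was 0.231% ± 0.0986 (SD, n = 6), and no FHC array detected it, so that it was at least 1.04-fold higher (limma adjusted p = 1.23e-05). In HCT116 alone it was at least 1.515-fold higher. In SW480 its mean of 0.159% ± 0.0876 (SD, n = 3) lay under the FHC detection limits taken together, though above the lowest of them, which leaves no bound on its fold there. MiR-181b and miR-1308 were called higher too, though their mean percents lay under the FHC detection limits taken together, which leaves no bound on their folds. In SW480 the first was undetected and the second did not pass (limma adjusted p = 0.337). The other 7 miRNAs tested did not pass for the 2 lines together. Among them, miR-1246 was 1.96% ± 1.11 (SD, n = 6) against 1.65% ± 1.71 (SD, n = 3; limma adjusted p = 0.634), miR-1268 was 2.51% ± 1.43 (SD, n = 6) against 1.77% ± 0.287 (SD, n = 3; limma adjusted p = 0.513), and miR-1290 was 0.431% ± 0.291 (SD, n = 6) against 0.124% ± 0.198 (SD, n = 3; limma adjusted p = 0.144). MiR-223, a miRNA of myeloid blood cells, had a log2 fold change of 1.77 (limma adjusted p = 0.315) and miR-1229 of 0.02 (limma adjusted p = 0.987). MiR-483-5p had one of 0.14 (limma adjusted p = 0.836), because it was higher in HCT116 (1.80, limma adjusted p = 0.0289) and had a change of -1.52 in SW480, which did not pass (limma adjusted p = 0.0545). Let-7a, miR-21, miR-23a and miR-150 were not detected on every array of any line's exosomes and were not tested. Over the list alone the adjusted count was also 5 higher and 0 lower, and as a set the 12 tested miRNAs did not pass camera (adjusted p = 0.320). Of the 8 miRNAs that fell in patients after resection, 4 were tested, of which only miR-1224-5p was higher, and 6 of 31 tested miRNAs of Table S2 were higher and 15 lower (camera adjusted p = 0.0664). MiR-638 lost its call without FHC exosome array 1 (log2 fold change 2.55, limma adjusted p = 0.0610) or array 2 (2.12, limma adjusted p = 0.0623). Without FHC exosome array 3, which held 6.26% of miR-638 against 0.733% and 0.407% on the other 2, its log2 fold change was 4.09 and it kept its call. Without the floor for undetected miRNAs, 2 of the 12 were higher and 3 lower, and with the processed signal 7 were higher and 1 lower. With 1 detection limit on every array, an alternative chosen after the values were seen, 2 were higher in the lines together, 0 in HCT116 and 2 in SW480.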

The endogenous expression levels of these miRNAs were then measured in the FHC and colon cancer cell lines, as well as colon cancer and matched non-cancerous tissues from four additional patients. With the exception of miR-181d, which was significantly up-regulated in both the cancer cells and tissues none of these miRNAs were expressed in the cancer tissues (Figure S3C) or cancer cell lines (*P*>0.05) (Figure S3D) at significantly higher levels than the matched non-cancerous tissues or the FHC cell line, respectively. These results indicate that secretion of miRNAs is not dependent on their cellular expression levels and suggest that up-regulated endogenous miRNAs in cancer cells are not necessarily substrates for exosome-mediated secretion. 

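In the cells, 1 of the 16 miRNAs was higher in HCT116 and SW480 than in FHC, and 3 were lower. MiR-150, a miRNA of lymphocytes, was detected on 2 of 4 cancer cell arrays, both of SW480, with a mean of 0.0195% ± 0.0113 (SD, n = 4), and on no FHC cell array (limma adjusted p = 0.0126). MiR-23a was 0.767% ± 0.231 (SD, n = 4) in the cancer cells and 1.87% ± 0.0477 (SD, n = 2) in FHC cells, a log2 fold change of -1.35 (limma adjusted p = 0.0474), and miR-181b and miR-181d were lower as well. The abundant miR-21 (probe target on chromosome 17 of hg18, 55273419 to 55273437) was 12.5% ± 4.68 (SD, n = 4) and 14.0% ± 0.263 (SD, n = 2; limma adjusted p = 0.821), and let-7a, a tumour-suppressing miRNA, was 1.81% ± 0.501 (SD, n = 4) and 1.78% ± 0.106 (SD, n = 2; limma adjusted p = 1). MiR-638 was 0.0202% ± 0.00537 (SD, n = 4) against 0.0337% ± 0.00131 (SD, n = 2; limma adjusted p = 0.122), and miR-1915 had a log2 fold change of -0.62 (limma adjusted p = 0.679). MiR-1246 was 0.738% ± 0.210 (SD, n = 2) in HCT116 and 0.131% ± 0.0410 (SD, n = 2) in FHC cells (log2 fold change 2.50, limma adjusted p = 0.0181) but had a log2 fold change of -1.16 in SW480 (limma adjusted p = 0.0825), and the difference between the lines was not tested. MiR-1308 rose in HCT116 cells (log2 fold change 1.67, limma adjusted p = 0.00556) and fell in SW480 cells (log2 fold change -1.11, limma adjusted p = 0.0116). MiR-1290, miR-1268, miR-483-5p and miR-1224-5p did not pass, and miR-223 and miR-1229 were not tested in cells. Adjusted over the list alone, 1 of the 14 tested was higher and none lower, and camera gave an adjusted p of 0.821. FHC cells also carried miRNAs of mesenchymal cells that the cancer cells had less of, with 8 of 8 such miRNAs lower in the cancer cells (camera adjusted p = 6.40e-06, and adjusted p = 0.142 with an estimated correlation). With 2 arrays per line, several calls hung on single arrays. That of miR-150 was lost without FHC cell array 1 or 2 (log2 fold change 0.77, limma adjusted p = 0.0919 and 0.0945), that of miR-23a without either FHC or either SW480 cell array (-1.37 to -1.32, limma adjusted p from 0.159 to 0.225), that of miR-1246 in HCT116 without FHC cell array 2, HCT116 cell array 2 or either SW480 cell array (2.18 to 2.50, limma adjusted p from 0.0609 to 0.0919), and that of miR-1308 in SW480 without either SW480 cell array (limma adjusted p = 0.0856 and 0.0858). Those of miR-181b and miR-181d were lost without either FHC or either SW480 cell array (-2.64 to -2.39 and -1.23 to -1.02).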

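Changes of miRNAs in exosomes bore little relation to their changes in the cells. Across the 57 miRNAs tested in both, Pearson's r of the 2 log2 fold changes was -0.0869 and Spearman's rho -0.140, and 24.6% had the same sign. Of 23 miRNAs that were higher in cancer line exosomes, 3 were also higher in the cancer cells, miR-25, miR-92a and miR-1275, and 7 were lower. The 3 fell to 1 without FHC cell array 2 or either SW480 cell array, and with 1 detection limit on every array, an alternative chosen after the values were seen, 0 of 7 were higher and 1 was lower in the cancer cells. MiR-320c, for example, was at least 2.22-fold higher in exosomes and had a log2 fold change of 0.18 in cells, where it did not pass (limma adjusted p = 0.533). MiR-25, of a paralog of the growth-promoting miR-17-92 cluster, was called higher in both, by 2.31 in cells and with no bound on its fold in exosomes, where its change became -0.18 without the floor. The share with the same sign is low in part because miRNAs at the floor in all cells have a change of 0 there. MiR-1224-5p was higher in exosomes and at the floor in both cell groups. MiR-181b was lower in cells, and its call in exosomes rests on the floor, without which its change was -1.43. For HCT116 alone r was -0.189 and for SW480 it was 0.0351. The coefficient is across miRNAs, which are not independent replicates, and carries no p-value. It became -0.545 over the 20 miRNAs detected on every array and 0.104 after quantile normalization, and leaving out single arrays gave -0.137 to -0.0269. The paper, which also measured cancer tissues, takes the absence of higher levels of most of these miRNAs there and in cancer cells as a sign that secretion does not depend on cellular levels, and it proposes that miRNAs raised in the cells need not be substrates of secretion by exosomes.

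**Figure D1:**
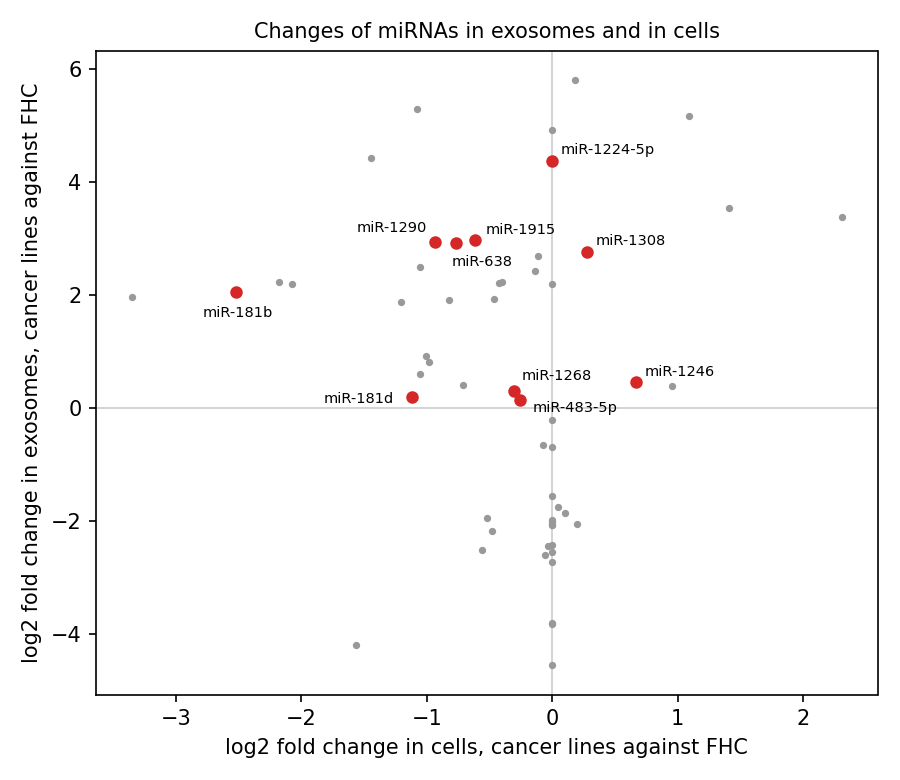
Log2 fold changes of the cancer lines against FHC in cells (x axis) and in exosomes (y axis), from limma on percents with a floor of 0.01%. Each point is 1 of the 57 miRNAs tested in both, and the 10 of the 16 miRNAs among them are red and labelled; miR-1224-5p and miR-638 lie above 0 on the y axis and at or left of 0 on the x axis.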

Colon cancer cells appear to secrete a subset of miRNAs into extracellular spaces via exosomes.

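Between exosomes and cells, 217 of 427 miRNAs tested changed differently in the cancer lines against FHC, 119 in favour of exosomes and 98 in favour of cells, by limma's test of the difference of the 2 contrasts. Of the 217, 158 were detected on no exosome array, so that their differences repeat the change in cells. With 1 detection limit on every array, an alternative chosen after the values were seen, 23 and 31 miRNAs differed, and without the floor 68 and 58. Among the 16 miRNAs, miR-181b had a difference of 4.57 on the log2 scale (limma adjusted p = 1.02e-05), which turned to -0.80 without the floor, and miR-1224-5p of 4.38 (limma adjusted p = 1.21e-05). MiR-513a-5p differed by 5.88 (limma adjusted p = 0.000127), miR-638 by 3.69 (limma adjusted p = 0.0281) and miR-1915 by 3.58 (limma adjusted p = 0.0345). Neither miR-1224-5p nor miR-513a-5p was detected on an FHC exosome array, so that the size of their differences rests on the floor. Members of the imprinted cluster on chromosome 14 were lower in cancer cells than in FHC cells and 26 of 29 had a positive difference, 21 of them detected on no exosome array (27 when adjusted over the list alone; camera adjusted p = 5.18e-14, and adjusted p = 0.000146 with an estimated correlation). MiR-377 was detected on no exosome array, so that its difference of 5.07 repeats the change in cells. The same holds for 7 of the 8 mesenchymal miRNAs, all 8 with a positive difference (adjusted p = 0.0333 with an estimated correlation), and for all 5 of the epithelial miR-200 family, all negative, as miR-141 (-6.05, limma adjusted p = 2.46e-09; adjusted p = 0.431 with an estimated correlation). Among placental and stem cell miRNAs of chromosome 19, 7 of 15 had a negative difference, 6 of them detected on no exosome array (camera adjusted p = 0.00317, and adjusted p = 0.0393 with an estimated correlation), but without the floor 1 was positive and 1 negative. The call of miR-638 was lost without FHC cell array 1 or 2, FHC exosome array 1 or 2, HCT116 cell array 1 or SW480 cell array 1 (differences of 2.89 to 3.73, limma adjusted p from 0.0515 to 0.0840). That of miR-1915 was lost without FHC cell array 1, FHC exosome array 1 or 2, HCT116 cell array 1, HCT116 exosome array 2 or 3, SW480 cell array 1 or 2, or SW480 exosome array 1 or 3 (differences of 2.80 to 3.62, limma adjusted p from 0.0507 to 0.169).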

**Figure 2:**
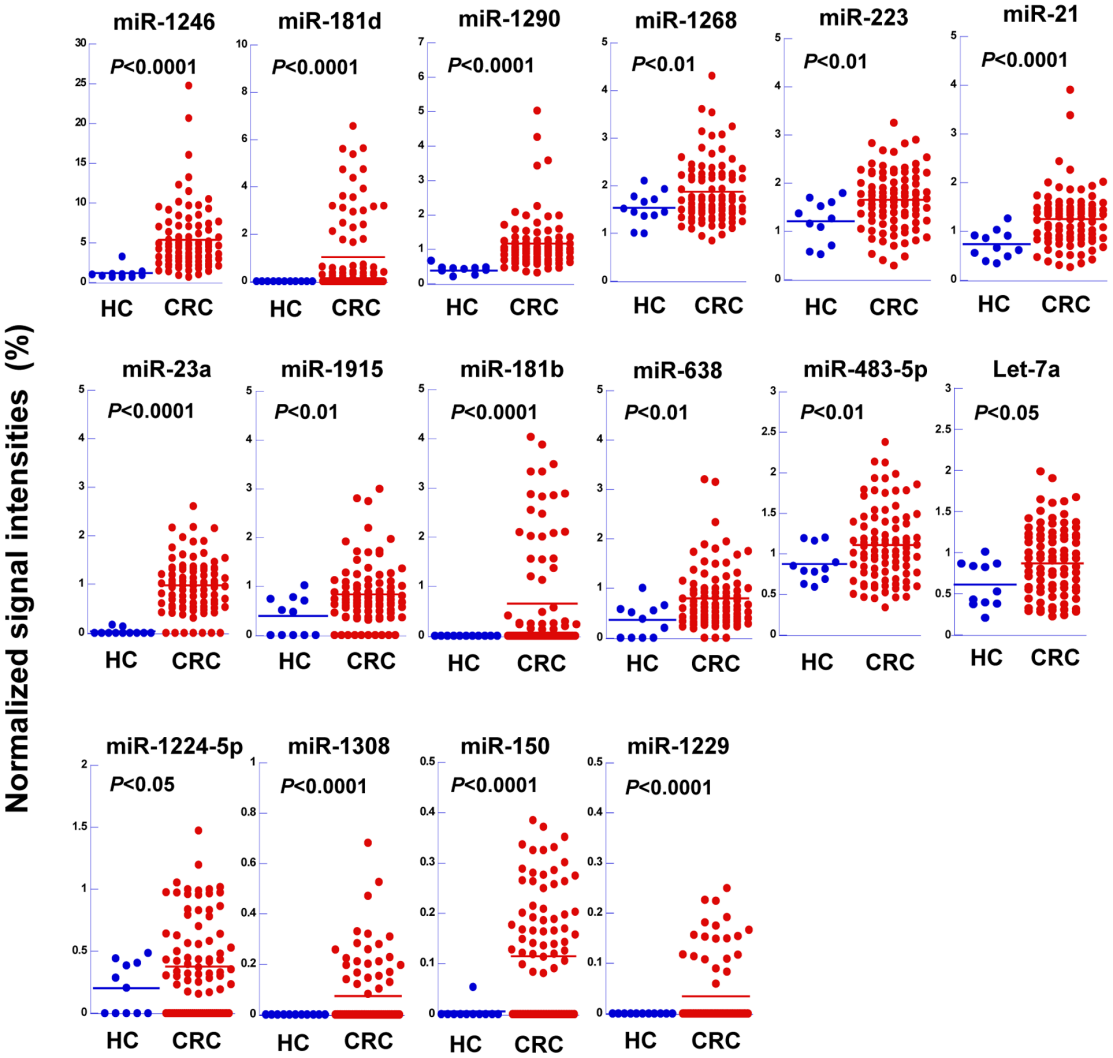
Serum exosomal expression levels of 16 miRNAs that were up-regulated in colon cancer. Serum exosomal miRNA levels in 11 HCs (blue) and 88 CRC patients (red) at different TNM stages (I to IV). The signal intensities were normalized to the total signal intensity of the microarray. The horizontal lines indicate the mean normalized signal intensity for each group. Statistically significant differences were determined by Welch's *t*-test.

### Relationship between the serum exosomal levels of 16 miRNAs and the clinical stages of colon cancer

Next, we analyzed the relationship between the 16 commonly up-regulated miRNAs and clinical stages of CRC by separating the CRC patients on the basis of their TNM stage. For each miRNA, no significant correlation (*P*>0.05) between the exosomal level and the clinical stage of the disease was identified by a Jonckheere-Terpstra test (Figure S4).

### Down-regulation of eight miRNAs after removal of primary tumors

To determine whether the 16 commonly up-regulated miRNAs originated from cancer cells, microarray analyses were used to determine the levels of these miRNAs in exosome-enriched fractions of matched serum samples collected after surgical resection of primary tumors (n = 29 patients). Expression levels of eight of the miRNAs were significantly reduced (*P*<0.05) after removal of the primary tumors (Figure 3 and Table S4): let-7a, miR-1224-5p, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a. These results suggest that these eight miRNAs may be derived from exosomes secreted by cancer cells and that their levels may reflect the colon cancer status of patients.

**Figure 3:**
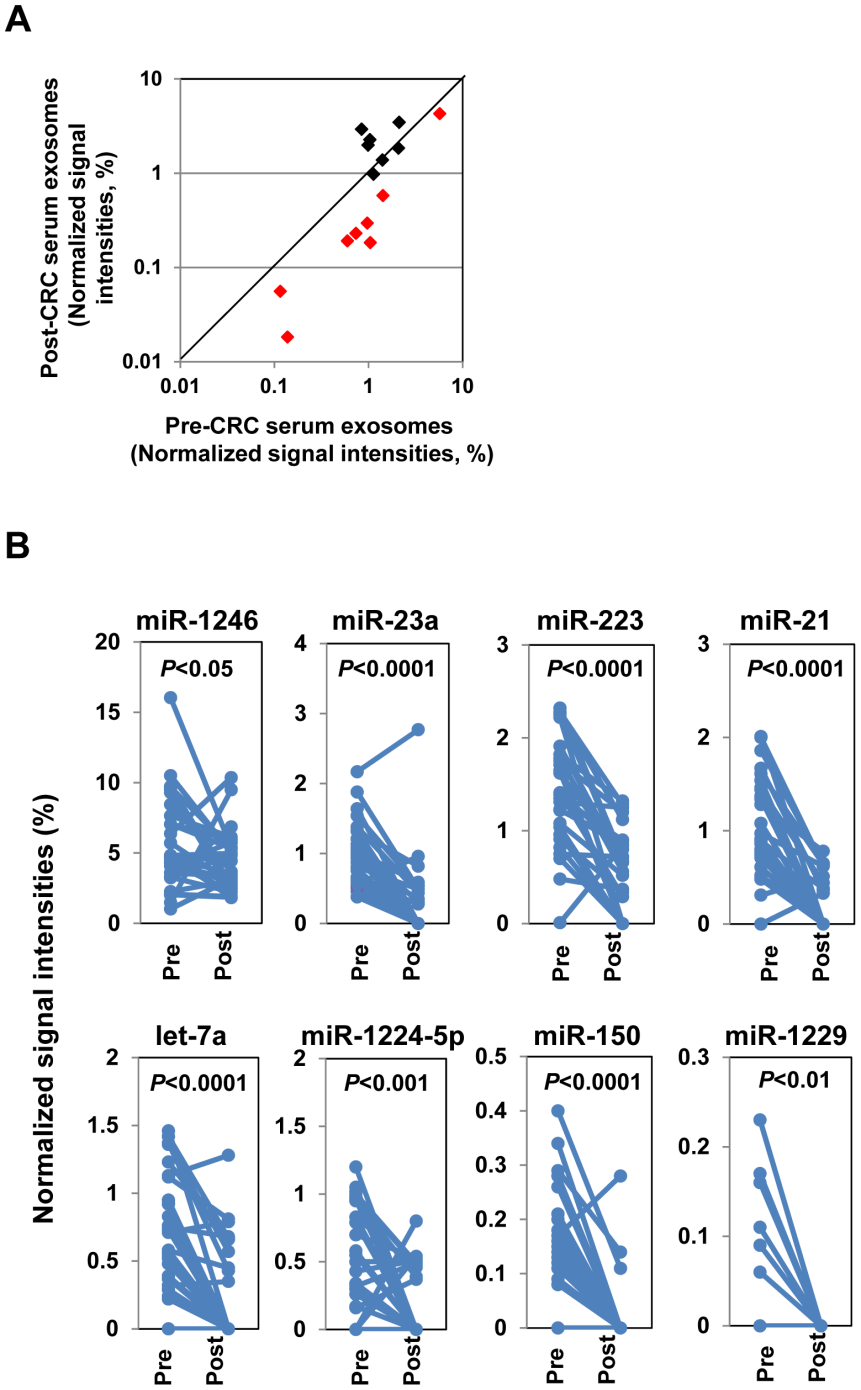
Exosomal miRNA levels in matched serum samples from CRC patients before and after tumor resection. (A) Scatter plot of the 16 commonly up-regulated serum exosomal miRNAs in CRC patients (n = 29) before (Pre) and after (Post) surgical removal of tumors. The sample set included stage I (n = 6), stage II (n = 6), stage IIIa (n = 5), stage IIIb (n = 9), and stage IV (n = 4) patients. The data represent the mean normalized signal intensities (%). The red dots indicate the eight miRNAs that were significantly down-regulated after tumor resection: let-7a, miR-1224-5p, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a. (B) Individual changes in the serum exosome levels of the eight down-regulated miRNAs in CRC patients (n = 29) before (Pre) and after (Post) surgical removal of tumors. Statistically significant differences between the mean Pre values and the mean Post values were determined by paired Student's *t*-tests.

### Potential serum exosome miRNAs for application as diagnostic biomarkers

To estimate their power as potential diagnostic markers, the cut-off values of the eight miRNAs that were up-regulated in colon cancer and down-regulated after tumor resection were analyzed using a ROC curve (Figure 4). The true positive rates of miR-1246 and miR-23a for identification of the 88 CRC patients were 95.5% and 92.0%, respectively; these miRNAs also had low false positive rates for identification of the 11 HCs (9% and 0%, respectively). The true positive rates of miR-21, miR-150, let-7a, miR-223, miR-1224-5p, and miR-1229 for identification of CRC were 61.4%, 55.7%, 50.0%, 46.6%, 31.8%, and 22.7%, respectively; the false positive rates of these miRNAs ranged from 0% to 9% (Figure 4). It is noted that a combined usage of 8 miRNAs did not show more diagnostic power than those in miRs-1246 and -23a (data not shown). By comparison, the sensitivities of CEA and CA19-9, which are known biomarkers of CRC, were 30.7% and 16.0%, respectively. A multivariate analysis indicated no correlation between the levels of the eight selected miRNAs in serum exosomes and serum levels of CEA and CA19-9 (Table S5). Therefore, we re-evaluated the expression levels of the eight miRNAs in serum exosomes by qRT-PCR analyses of an additional sample set that included eight HCs, seven stage I CRC patients, and six stage II CRC patients (Table S6). The levels of seven of the miRNAs, namely let-7a, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a, were significantly higher in serum exosomes from CRC patients than those from HCs (*P*<0.05) (Figure 5). Statistically significant increases in expression levels of these miRNAs were even observed for the early stage (TNM stage I) CRC samples (Figure S5). These results suggest that serum exosomal miRNAs may be useful for the early detection of primary CRCs.

**Figure 4:**
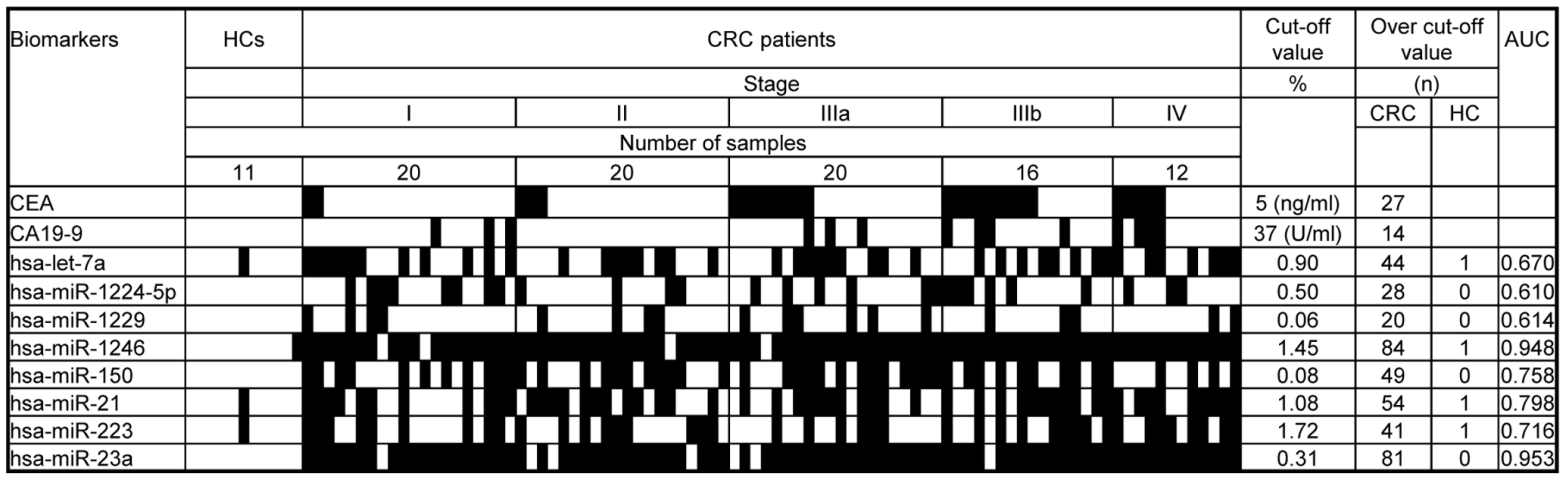
ROC curve analysis of eight miRNAs in serum exosomes of HCs and CRC patients. The signal intensities of the miRNAs are shown as percentages of the total signal intensity. The cut-off values of the eight miRNAs that were up-regulated in colon cancer and down-regulated after tumor resection were analyzed using a ROC curve. Black boxes indicate patients over the cut-off value of the biomarkers or miRNA levels. The normalized intensities of undetectable miRNAs in serum exosomes were calculated as 0.

**Figure 5:**
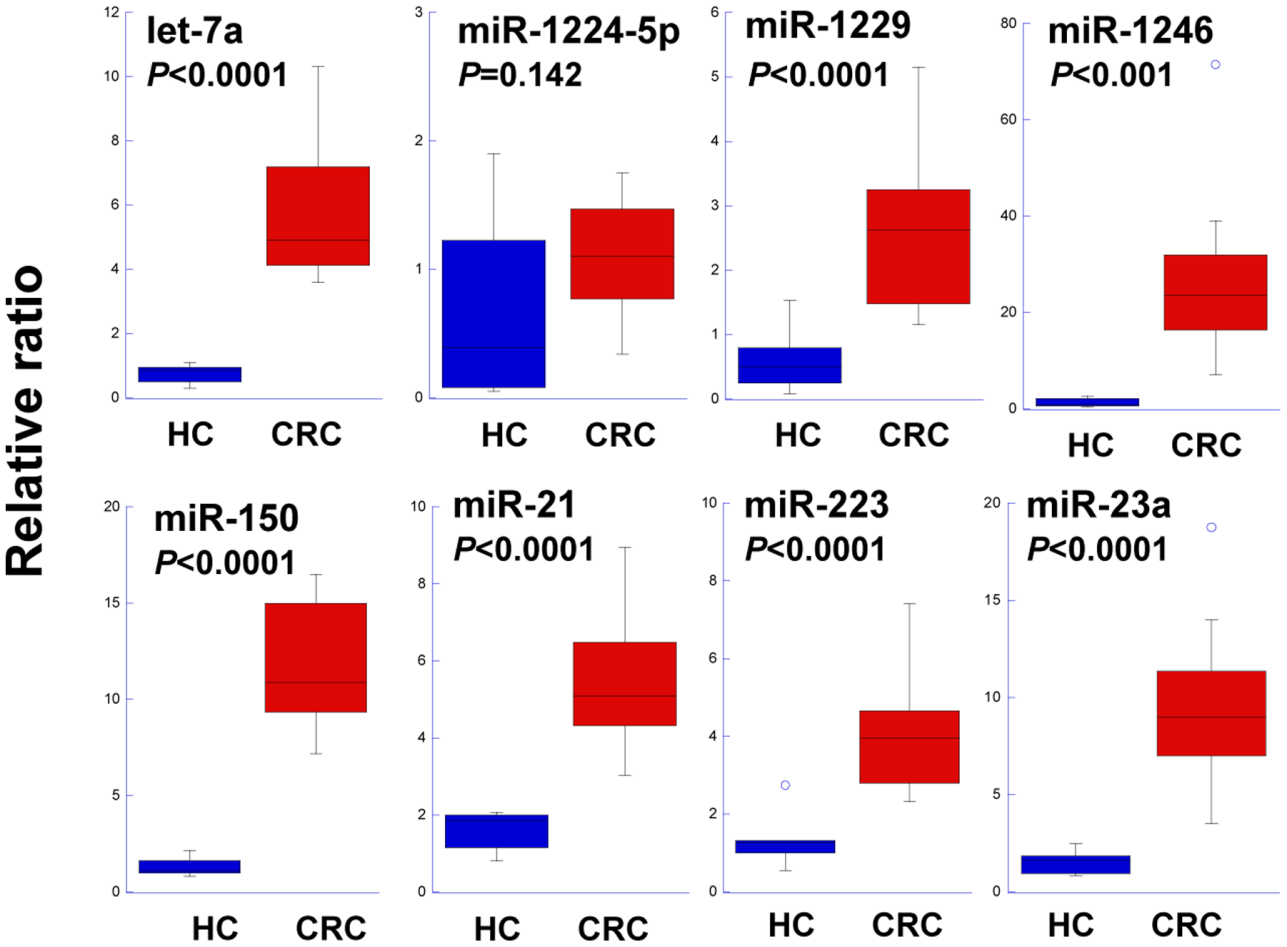
Validation of CRC-associated increases in the expression of eight miRNA in serum exosomes by qRT-PCR. Box-and-whisker plots of the expression levels of the eight selected miRNAs in an independent set of HCs (n = 8) and CRC patients with primary tumor (n = 13). Statistically significant differences between the HC and CRC datasets were determined by Welch's *t*-tests. The comparative cycle threshold (Ct) method was used to quantify the levels of exosomal miRNAs in HC and CRC patients. The relative ratio was calculated using the 2^-ΔΔCt^ method. The Ct value of miR-451 was used as an internal standard. Each data point was normalized to a representative HC sample.

## Discussion

Recently, miRNAs have attracted major interest as a means to analyze the molecular pathways involved in cancer development and progression. In addition to their important cellular functions, it is possible that secreted miRNAs embedded in exosomes may be diagnostic biomarkers for cancer detection. Here, comprehensive analyses of exosomal miRNA profiles identified 16 miRNAs that were expressed at significantly higher levels in colon cancer cell lines and serum samples from CRC patients than normal colon-derived cells and serum samples from HCs, respectively. Endogenous expression levels of most of these miRNAs were not up-regulated in cancer cell lines and cancer tissues, suggesting that exosomal secretion of miRNAs does not depend on cellular expression levels. On the other hand, miR-181, a context-dependent cancer-associated miRNA [23], [24], only indicated up-regulated cellular and exosomal expression levels in cancer cell lines and clinical samples, suggesting an interesting hypothesis that the function of exosomal miR-181 might be involved in colon cancer development and progression.

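In these lines the miR-181 family was lower in the cancer cells than in FHC cells, and its 2 members measured in exosomes differed between HCT116 and SW480. In cells, miR-181a was 0.0313% ± 0.0147 (SD, n = 4) in the cancer lines and 0.212% ± 0.0178 (SD, n = 2) in FHC, a log2 fold change of -2.91 (limma adjusted p = 0.0474). MiR-181b (probe targets on chromosomes 1 and 9 of hg18) had a log2 fold change of -2.52, from 0.133% ± 0.0162 (SD, n = 2) to 0.0250% ± 0.0109 (SD, n = 4; limma adjusted p = 0.0474), miR-181c of -0.86 (limma adjusted p = 0.0227), and miR-181d (chromosome 19, 13846731 to 13846746) of -1.12, from 0.0251% ± 0.00256 (SD, n = 2) to 0.0118% ± 0.00312 (SD, n = 4; limma adjusted p = 0.0474). All 4 were lower and none was higher (camera adjusted p = 0.192). In exosomes, miR-181b was 0.175% ± 0.0327 (SD, n = 3) in HCT116 and was detected on no FHC or SW480 array (limma adjusted p = 4.70e-07 against FHC). It has no bound on the fold, as its mean lay under the FHC detection limits taken together, though above the lowest of them. It was at least 3.71-fold higher in HCT116 than in SW480 exosomes. MiR-181d was 0.186% ± 0.0600 (SD, n = 3) in HCT116 exosomes, was detected on 1 of 3 FHC arrays, with a mean of 0.177% ± 0.288 (SD, n = 3), and on no SW480 array, so that neither line passed the test against FHC (limma adjusted p = 0.210 and 0.337). For the 2 cancer lines together, the sign of miR-181b in exosomes turned negative with the processed signal (log2 fold change -0.31) and without the floor (-1.43), so that its direction rests on the floor for undetected miRNAs. HCT116 and FHC arrays share 2 slides, while SW480 arrays lie on their own. In cells, the call of miR-181c was lost without any 1 of the 4 cancer cell arrays (log2 fold change -0.86, limma adjusted p from 0.0699 to 0.102), and those of miR-181b and miR-181d without either FHC or either SW480 cell array (limma adjusted p from 0.153 to 0.228 and from 0.153 to 0.236).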

The serum exosomal levels of eight of these 16 miRNAs were significantly down-regulated after surgical resection of primary tumors, suggesting that these miRNAs are secreted from tumor cells. However, we do not exclude the possibility that these miRNAs are secreted from other cells, including immune and inflammatory cells, which occur coincidentally at primary lesions of the tissue. Finally, CRC-associated elevations of the exosomal levels of seven miRNA levels (let-7a, miR-1229, miR-1246, miR-150, miR-21, miR-223, and miR-23a) were validated by qRT-PCR, indicating that these miRNAs may be suitable biomarkers to detect colon cancers. The high sensitivities and specificities of these exosomal miRNAs determined by ROC analysis (Figure 4) support their use as diagnostic biomarkers.

The exosomal levels of the seven selected miRNAs were not dependent on the clinical stage of CRC (Figure S4). Indeed, miR-23a and miR-1246 showed high sensitivities for stage I samples of 95% and 90%, respectively. By comparison, the sensitivities of CA19-9 and CEA for stage I CRC are only 10 and 15%, respectively. Moreover, qRT-PCR demonstrated reproducible detection of these miRNAs at high levels in an independent set of serum exosomes from stage I CRC patients (Figure S5). These findings suggest that these miRNAs are suitable biomarkers for the detection of early stage CRC. However, further validation is required to support this proposal.

A recent report demonstrated that let-7a is expressed at high levels in exosomes secreted into the serum by glioblastoma tumor cells [15]. In addition, miR-1246 is detectable in whole serum samples, rather than exosome fractions, from esophageal cancer patients [25]. We also measured let-7a, miR-1224-5p, and miR-150 levels in the culture medium of pancreatic cell lines and found that the levels were similar to those secreted by the five colon cancer cell lines (data not shown), suggesting that these miRNAs are commonly secreted from various cancer cells. Several reports have suggested the use of circulating miRNAs in whole plasma or serum, including miR-141, miR-21, miR-221, miR-29, and miR-92a, as diagnostic biomarkers of CRC [26]–[30]. These miRNAs were shown to display sensitivities and specificities comparable to those of the colon cancer markers currently in use. Notably, miR-141, miR-221, and miR-21 were reported to be up-regulated in cancer tissues [31]–[33]; the total miRNA set from whole plasma or serum may include endogenous cellular miRNAs derived from broken or circulating tumor cells [34], [35], which may explain why miR-141, miR-221, and miR-21 are present at high levels in whole serum or plasma samples from cancer patients. In addition, serum/plasma miRNAs, which are not associated with vesicles, were reported to show differential stability to treatment by RNase A [36], suggesting that exosomal miRNAs are more preferable as biological specimens for developing diagnostic biomarkers because of their stability in serum/plasma. In fact, the results presented here demonstrate that exosomal miRNA levels also reflect cancer-bearing status and pathological changes of patients. Exosomes are actively released from cancer cells and their specific constituents depend on the cell from which they originate. Indeed, cancer cells may use an as yet unidentified mechanism to embed a subset of miRNAs into exosomes.

In summary, attempts have recently been made to use miRNAs in serum or plasma as diagnostic biomarkers of various cancers [37]; however, there is currently no collective view of which miRNAs should be selected as markers. The unique properties of exosomes, including their ability to embed specific miRNAs, their stability in circulation, their reproducible detection and, most importantly, the fact that they reflect the properties of cancer cells, may render them useful for the development of highly sensitive diagnostic strategies for rapid and non-invasive monitoring of the pathological condition of cancer patients.

## Supporting Information

Figure S1 Preparation of exosome-enriched fractions from serum or cell culture medium. (A) Overview of the exosome-enrichment procedure. (B) Immunoblot analysis of CD81 levels in human sera prior to exosome-enrichment and before (lane 2) or after overnsight storage at 4°C (lanes 5 and 6), −20°C (lanes 7 and 8), or −80°C (lanes 9 and 10). Fetal bovine serum (FBS) before (lane 1) and after overnight storage at 4°C (lanes 3 and 4) was used as a control. The exosome-enriched fraction was then prepared from 1 ml of serum using the ultracentrifugation method described in the Materials and Methods section (lane 11). Five microliters of each serum sample, or 300 ng of the enriched fraction was loaded onto a 10–20% gradient SDS-polyacrylamide gel. CD81, an exosome marker, was detected using a specific antibody. (C) Detection of the small RNA fraction of cellular total RNAs (endogenous) and exosomal RNAs (exosomal) from HCT116 cells (30 ng each). The RNAs were loaded onto 5–150 nt small RNA chips (Agilent) and capillary electrophoresed using an Agilent 2100 Bioanalyzer. A small RNA fraction containing miRNAs was detectable at approximately 10–40 nt. The peak at 4 nt represents a size marker. The filled and open arrows indicate 5S tRNA and small rRNAs, respectively. FU, fluorescence units. (D) Immunoblot analysis of CD81 expression in serum-free culture medium of HCT116 cells before and after exosome-enrichment. The specified amounts of protein samples from the cell pellet, culture medium, and exosome-enriched fractions were subjected to immunoblot analysis using antibodies targeting CD81 or anti-γ-tubulin, a representative intracellular protein. Lanes 1–4, cell pellet; lanes 5–7, serum-free culture medium; lanes 8–10, exosome-enriched fraction. (E) Scatter plots of normalized signal intensities (%) of exosomal miRNAs (left panels) and endogenous cellular miRNAs (right panels) in the indicated cell lines. (F) Hierarchical clustering of endogenous and exosomal miRNAs in the normal FHC cell line and five human colon cancer cell lines. The data represent the mean values of normalized signal intensities (%) of n = 3 independent experiments. 

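On the 15 arrays of FHC, HCT116 and SW480, 477 of the 851 human miRNAs were detected on at least 1 array, 447 of them on a cell array and 152 on an exosome array. MiR-720, a piece of transfer RNA, and miR-638 were among the 25 detected on all 9 exosome arrays. Cell arrays detected more, with 164 miRNAs on all 6. A further 30 miRNAs were detected on exosome arrays and on no cell array, among them miR-451, miR-223 and miR-1228*. Exosome arrays detected 70.3 ± 25.2 miRNAs (SD, n = 9) and cell arrays 290.0 ± 28.6 (SD, n = 6), a difference larger than the spread between arrays (two-sided exact permutation p = 0.0004, the smallest possible). The summed signal was 37.2-fold lower on exosome arrays (two-sided exact permutation p = 0.0004). FHC exosome arrays detected 52.0 ± 8.54 miRNAs (SD, n = 3) and the cancer line exosome arrays 79.5 ± 26.1 (SD, n = 6; two-sided exact permutation p = 0.119), and without SW480 exosome array 3 this difference of -35.8 passed the test (p = 0.0357).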

A total of 489 miRNAs were detectable in all samples.
(TIF) Click here for additional data file.

Figure S2 Microarray analysis of miRNA profiles in exosome-enriched serum samples from CRC patients and HCs. (A) Hierarchical clustering of exosomal miRNAs in samples from 11 HCs and 88 CRC patients (TNM: stage I, n = 20; stage II, n = 20; stage IIIa, n = 20; stage IIIb, n = 16; stage IV, n = 12). The blue and red shading indicates the HC and CRC patients, respectively. The signal intensities of each miRNA are shown as a percentage of the total signal intensity on the array. A total of 64 miRNAs were detected in all serum samples examined. (B) Hierarchical clustering of the 69 miRNAs that were expressed at significantly higher levels in CRC patients than HCs (*P*<0.05 by Welch's *t*-test). (C) Scatter plot of the normalized signal intensities of the 69 exosomal miRNAs that were up-regulated in CRC patients (y-axis) compared with HCs (x-axis). The data represent the mean normalized signal intensities of each miRNA from the CRC and HC patients.
(TIF) Click here for additional data file.

Figure S3 Microarray analysis of exosomal miRNAs from colon cancer cell lines and endogenous expression levels of miRNAs. (A, B) The expression levels of the 52 miRNAs that were secreted from five colon cancer cells at significantly higher levels than from FHC cells (*P*<0.05). The data represent the mean normalized signal intensities of n = 3 independent microarray experiments. (C) Scatter plot of the normalized signal intensities (%) representing the endogenous expression levels of the 16 miRNAs that were commonly up-regulated in cancer cell lines and serum samples from CRC patients. The endogenous expression levels of these miRNAs were measured in FHC cells and five colon cancer cell lines The data represent the mean normalized signal intensities of n = 2 independent experiments. (D) Scatter plot of the normalized signal intensities (%) representing the endogenous expression levels of the 16 miRNAs that were commonly up-regulated in cancer cell lines and serum samples from CRC patients. The endogenous expression levels of these miRNAs were measured in cancerous lesions (tumor tissues) and matched normal tissue sections from CRC patients. The data represent the mean normalized signal intensities of each miRNA in four different CRC patients.
(TIF) Click here for additional data file.

Figure S4 The relationship between the TNM stage and expression levels of the 16 up-regulated miRNAs. Serum exosomal miRNA levels in 11 HCs and 88 CRC patients, classified according to the TNM stage of the disease (stage I, n = 20; stage II, n = 20; stage IIIa, n = 20; stage IIIb, n = 16; and stage IV, n = 12). The signal intensities were normalized to the total signal intensity of the microarray. The horizontal lines indicate the mean normalized signal intensity for each group.
(TIF) Click here for additional data file.

Figure S5 Validation of CRC-associated increases in the expression of seven miRNAs in serum exosomes by qRT-PCR. Expression levels of seven selected miRNAs were validated in an independent set of serum exosomes from HCs (n = 8) and TNM stage I (n = 7) and stage III (n = 6) CRC patients. The comparative Ct method was used to quantify the levels of exosomal miRNAs in HC and CRC patients. The relative ratio was calculated using the 2^−ΔΔCt^ method. The Ct value of miR-451 was used as an internal standard. Each data point was normalized to a representative HC sample. Statistically significant differences were determined by Welch's *t*-test. Comparisons between the HC and stage III data were also made and all differences were statistically significant (*P*<0.05)
(TIF) Click here for additional data file.

Method S1 (DOCX) Click here for additional data file.

Table S1 Multivariate analysis of exosomal miRNAs secreted from colon cancer cell lines.
(DOCX) Click here for additional data file.

Table S2 The 69 up-regulated miRNAs (P<0.05, Welch's t-test) in serum exosomes of CRC patients.
(DOCX) Click here for additional data file.

Table S3 The 52 up-regulated miRNAs (P<0.05, Welch's t-test) in five colon cancer cell lines.
(DOCX) Click here for additional data file.

Table S4 Serum levels of 16 miRNAs in CRC patients (n = 29) before and after surgical resection.
(DOCX) Click here for additional data file.

Table S5 Multivariate analysis of the levels of CEA, CA19-9, and eight miRNAs in CRC patients.
(DOCX) Click here for additional data file.

Table S6 Characteristics of the HC and CRC patients used in the qRT-PCR analyses.
(DOCX) Click here for additional data file.

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Method S1

**MATERIALS AND METHODS**

**Enrichment of exosomes from frozen blood samples**

Exosome-enriched fractions were prepared from 1 ml samples of human serum that had been stored overnight at 4°C, −20°C or −80°C. A step-wise centrifugation method was used to prepare the fractions (Figure S1A). The pellet was resuspended in 500 µl of PBS and then 1 µl or 5 µl of the sample was mixed with an equal volume of SDS sample buffer and subjected to immunoblot analysis.

**Immunoblot analysis**

Protein concentrations were determined using the CBQCA Protein Quantitation Kit (Invitrogen). Equal amounts of proteins were electrophoresed through a 10–20% SDS-polyacrylamide gradient gel and then transferred onto a PVDF membrane using a standard method. The membrane was incubated overnight at 4°C with the primary antibody diluted in blocking buffer comprising 5% non-fat skimmed milk, 0.1% Tween-20, 50 mM Tris-HCl (pH 8.0), and 150 mM NaCl. The membrane was then incubated with an HRP-conjugated secondary antibody diluted in the same buffer for 60 min at room temperature. The immunoreactive bands were visualized by chemiluminescence using the West Dura Extended Duration Substrate Kit (Thermo Scientific). The antibodies used in the study were as follows: anti-CD81 (1.3.3.22) mouse mAb (Santa Cruz Biotechnology), anti-γ-tubulin mouse pAb (Sigma), and horse-radish peroxidase conjugated anti-mouse IgG (GE Healthcare). The exosomal marker CD81 (TAPA-1) was detected using a specific antibody from Santa Cruz.

**Profiling and identification of exosomal miRNAs from colon cancer cell lines**

The expression levels of exosomal and endogenous miRNAs in colon cancer cell lines were determined. After growth of the cells for 48 h, the culture medium was ultracentrifuged as described in the Materials and Methods section of the main text. The enrichment of CD81 and small RNAs in the exosomal fractions (pellets) was confirmed by immunoblotting and capillary electrophoresis, respectively. The exosomal miRNA profiles in five colon cancer cell lines and the FHC cell line were determined using miRNA microarrays, as described in the Materials and Methods section of the main text. A representative correlation plot was generated to demonstrate reproducible detection of exosomal miRNAs in independent experiments. Calculations of correlation coefficients (r) were also used to detect similarities between the exosomal miRNA profiles of the five different cancer cell lines examined.

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S1 — Multivariate analysis of exosomal miRNAs secreted from colon cancer cell lines.

**Table S1.** Multivariate analysis of exosomal miRNAs secreted from colon cancer cell lines.

|  | FHC exo 2 | HCT116 exo 2 | HT29 exo 2 | SW48 exo 2 | SW480 exo 2 | RKO exo 2 |
| --- | --- | --- | --- | --- | --- | --- |
| FHC exo 1 | 0.8767* | 0.6435 | 0.4259 | 0.4529 | 0.4645 | 0.3399 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (0.0002) |
| HCT116 exo 1 | 0.5502 | 0.9455 | 0.6791 | 0.7593 | 0.5341 | 0.4235 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) |
| HT29 exo 1 | 0.5214 | 0.5473 | 0.9820 | 0.8818 | 0.8421 | 0.7906 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) |
| SW48 exo 1 | 0.4441 | 0.7594 | 0.9539 | 0.9541 | 0.6984 | 0.7654 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) |
| SW480 exo 1 | 0.4903 | 0.6709 | 0.8687 | 0.8509 | 0.9308 | 0.8558 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) |
| RKO exo 1 | 0.4518 | 0.4445 | 0.8306 | 0.7504 | 0.8711 | 0.9885 |
|  | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) | (<0.0001) |
| *Correlation coefficients (r) are shown. The numbers in parentheses indicate the *P* values. The exo 1 and exo 2 samples were enriched in independent experiments. | | | | | | |

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S2 — The 69 up-regulated miRNAs (P<0.05, Welch's t-test) in serum exosomes of CRC patients.

**Table S2.** The 69 up-regulated miRNAs (*P* < 0.05, Welch’s t-test) in serum exosomes of CRC patients.

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S3 — The 52 up-regulated miRNAs (P<0.05, Welch's t-test) in five colon cancer cell lines.

**Table S3.** The 52 up-regulated miRNAs (*P* < 0.05, Welch’s t-test) in five colon cancer cell lines.

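In HCT116 exosomes, 21 of the 32 testable miRNAs were higher than in FHC and none was lower, and in SW480 exosomes 11 were higher and none was lower, also when adjusted over the list alone. The study chose this list partly on these arrays, so the direction is not independent evidence. In HCT116, miR-34a, a target of the tumour suppressor p53, was 0.222% ± 0.0390 (SD, n = 3), at least 1.10-fold higher than the FHC detection limits taken together allow (limma adjusted p = 4.11e-07), and miR-338-5p was 0.219% ± 0.0262 (SD, n = 3), at least 1.09-fold higher (limma adjusted p = 3.40e-07). Both means lay under the highest of these limits, and neither miRNA was detected in SW480 exosomes. MiR-572 was 2.55% ± 1.25 (SD, n = 3) in SW480 and 0.0972% ± 0.151 (SD, n = 3) in FHC (log2 fold change 6.28, limma adjusted p = 0.00375). As it was detected on only 1 of 3 FHC arrays, the size of this change rests in part on the floor. Of 76 miRNAs tested, 28 were higher and 14 lower in HCT116 than in FHC exosomes, and 12 were higher and 26 lower in SW480. The percents of 27 higher and 13 lower miRNAs in HCT116 did not overlap with those of FHC, and in SW480 this held for 12 and 26. Chance gives 10% with 3 arrays against 3 where there is neither a floor nor a detection filter, so it is no reference for these counts. Of the calls, 23 higher in HCT116 and 7 higher and 9 lower in SW480 were detected on no array of the other side. For these the filter and the floor ruled out an overlap in advance. Both lines shared 9 higher and 14 lower miRNAs, where independent lists of these sizes would share 4.42 and 4.79. In 100 simulations of unchanged groups with the same FHC arrays the number shared was 0, but unchanged groups yield few calls to share. The simulated number therefore does not show how much of this excess comes from the shared FHC arrays, and part of it may. The log2 fold changes of the 2 lines had a covariance of 5.73, against 0.338 in the simulations, and a correlation across miRNAs of 0.688, against 0.489. With the slide as a fixed block, 26 of the 28 higher and 11 of the 14 lower miRNAs of HCT116 were still called. The counts in HCT116 became 43 higher and 0 lower with the processed signal, 50 and 0 with normexp background correction, and 11 and 12 without the floor. In SW480 they became 18 and 27 with the processed signal, 9 and 8 with normexp, and 10 and 50 without the floor. With 1 detection limit on every array, an alternative chosen after the values were seen, they were 5 and 11 in HCT116 and 6 and 23 in SW480. Without the floor for undetected miRNAs, the table's miRNAs had 11 higher and 1 lower in HCT116 and 9 higher and 12 lower in SW480.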

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S4 — Serum levels of 16 miRNAs in CRC patients (n = 29) before and after surgical resection.

**Table S4.** Serum levels of 16 miRNAs in CRC patients (n = 29) before and after surgical resection.

| miRNA | Pre (before) | | Post (after) | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
|  | mean*† | SD*† |  | mean*† SD*† |  | *P* value‡ |
| hsa-let-7a | 0.73 | 0.39 |  | 0.23 0.35 |  | 0.0000 |
| hsa-miR-1224-5p | 0.60 | 0.36 |  | 0.19 0.25 |  | 0.0001 |
| hsa-miR-1229 | 0.04 | 0.07 |  | 0.01 0.00 |  | 0.0054 |
| hsa-miR-1246 | 5.71 | 3.30 |  | 4.29 2.24 |  | 0.0310 |
| hsa-miR-1268 | 2.11 | 0.85 |  | 3.47 1.23 |  | 0.0000 |
| hsa-miR-1290 | 1.13 | 0.59 |  | 0.98 0.43 |  | 0.3091 |
| hsa-miR-1308 | 0.12 | 0.11 |  | 0.06 0.23 |  | 0.2405 |
| hsa-miR-150 | 0.14 | 0.11 |  | 0.02 0.06 |  | 0.0000 |
| hsa-miR-181b | 1.40 | 1.38 |  | 1.38 1.08 |  | 0.9436 |
| hsa-miR-181d | 2.08 | 2.05 |  | 1.85 1.42 |  | 0.6095 |
| hsa-miR-1915 | 1.03 | 0.54 |  | 2.27 1.15 |  | 0.0000 |
| hsa-miR-21 | 1.04 | 0.50 |  | 0.18 0.27 |  | 0.0000 |
| hsa-miR-223 | 1.42 | 0.57 |  | 0.58 0.44 |  | 0.0000 |
| hsa-miR-23a | 0.97 | 0.44 |  | 0.30 0.55 |  | 0.0000 |
| hsa-miR-483-5p | 0.99 | 0.39 |  | 1.99 1.04 |  | 0.0000 |
| hsa-miR-638 | 0.84 | 0.52 |  | 2.93 1.20 |  | 0.0000 |
| * The signal intensities of the miRNAs are shown as percentages of the total signal intensity. | | | | | | |
| † Normalized intensities of undetectable miRNAs in serum exosomes are listed as 0.01%. | | | | | | |
| ‡ Determined by a Student's *t* -test. | | | | | | |

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S5 — Multivariate analysis of the levels of CEA, CA19-9, and eight miRNAs in CRC patients.

**Table S5.** Multivariate analysis of the levels of CEA, CA19-9, and eight miRNAs in CRC patients.

| Correlation coefficient (r) | CEA | CA19-9 |
| --- | --- | --- |
| CEA | 1.000 | 0.075 |
| CA19-9 | 0.075 | 1.000 |
| hsa-let-7a | −0.099 | 0.147 |
| hsa-miR-1224-5p | 0.105 | −0.133 |
| hsa-miR-1229 | −0.092 | −0.066 |
| hsa-miR-1246 | 0.388 | 0.006 |
| hsa-miR-150 | −0.105 | 0.169 |
| hsa-miR-21 | −0.108 | 0.105 |
| hsa-miR-223 | −0.181 | 0.287 |
| hsa-miR-23a | −0.089 | 0.221 |

# Supplementary material for: Circulating Exosomal microRNAs as Biomarkers of Colon Cancer
**Source:** PLoS One. 2014 Apr 4;9(4):e92921. doi: 10.1371/journal.pone.0092921
**Supplement:** Table S6 — Characteristics of the HC and CRC patients used in the qRT-PCR analyses.

**Table S6**. Characteristics of the HC and CRC patients used in the qRT-PCR analyses.

|  | Healthy controls | Colorectal cancer patients | |
| --- | --- | --- | --- |
| TNM stage |  | I | III |
|  | (n = 8) | (n = 7) | (n = 6) |
| Age in years, mean (SD) | 49.7 (10.1) | 62.4 (6.8) | 58.3 (7.6) |
| Range | 38–64 | 54–68 | 46–66 |
| Sex, n (%) |  |  |  |
| Female | 5 (50.0) | 2 (28.6) | 2 (33.3) |
| Male | 5 (50.0) | 5 (71.4) | 4 (66.7) |
| CA19-9 value (U/ml), mean (SD) | – | 10.0 (5.5) | 23.8 (24.5) |
| Range | – | 3–19 | 3–73 |

How the deposited data were processed for this re-analysis (not part of the article)

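The deposited data hold 19 one-color Agilent human miRNA arrays on 4 slides. They were hybridized with RNA of exosomes from medium of the lines FHC, HCT116 and SW480 (3 arrays each), of the cells of these lines (2 arrays each), and of exosomes of fetal bovine serum (4 arrays). Each array has 15739 spots, 15024 of them for 939 miRNAs, 851 human and 88 viral. FHC, HCT116 and FBS arrays share slides in part, and the 5 SW480 arrays lie on a slide of their own.

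The authors scanned the arrays and extracted intensities with Agilent Feature Extraction. The sample records give version 10.7.3.1 and the headers of the deposited files name modules of version 9.5.3.1. The deposited raw files hold, per spot and per miRNA, the background-subtracted signal in arbitrary intensity units, the total gene signal and a detection call. The deposited series values are the processed signal, in intensity units with no scaling between arrays. The authors' tables give percents of the summed signal and p-values of Welch's t-test.

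The total gene signal of each human miRNA was divided by the summed signal of the human miRNAs called detected on the array, giving a percent. A miRNA not detected, or under 0.01%, was set to 0.01%, and log2 values were taken of the percents. The summed signal and the weakest detected percent of each group's arrays are given with the description of the arrays; a miRNA below the latter cannot be told from an absent one, and this limit was far higher on exosome arrays than on cell arrays.

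Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. The 9 exosome arrays of the lines, the 6 cell arrays, all 15 of these, and the 13 exosome arrays with FBS were each fitted together. The comparisons were the cancer lines, and each of them, against FHC in exosomes and in cells; exosomes against cells, over all lines and in each; the difference of the exosome and the cell contrast; HCT116 against SW480 exosomes; and exosomes of the lines against FBS exosomes. Tested were the miRNAs detected on every array of at least 1 group of the comparison. Sets of miRNAs were tested with camera, with a preset correlation of 0.01 between miRNAs and with an estimated one. Detected miRNAs and summed signal per array were compared by two-sided exact permutation. Pearson's correlation of exosome profiles, Ward's clustering, and the tables were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the figure with matplotlib 3.10.9. Random draws used seed 1.

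Fixed lists of miRNAs were the paper's 16, the 8 of these that fell after resection, the miRNAs of Table S3 and of Table S2, the families or clusters of let-7, miR-17-92 with its paralogs, miR-200, miR-181, miR-320, miR-23 with miR-27 and miR-24, miR-99 with miR-100 and miR-125, miR-29, miR-30 and miR-15 with miR-16, and miRNAs of colon epithelium, of mesenchymal cells, of blood cells and serum, of the imprinted cluster on chromosome 14, of the placental and stem cell clusters on chromosome 19, with sequences rich in G and C, and withdrawn as pieces of transfer or ribosomal RNA. MiRNAs were named by a fixed rule: the 16, whose values in Table S3 had been seen; in each comparison the 10 largest rises and the 10 largest falls among those past the threshold with arrays of the 2 sides not overlapping; the 2 members of each list with the smallest p-value; and the 5 miRNAs of highest mean percent in each group. Values of miR-1238 and miR-191* in intensity units were chosen after they were seen, as was the mention of miR-32* on FBS arrays.

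For a simulation, values were drawn from a normal distribution with each miRNA's mean and fitted spread, the same in every group, and changes were added. The drawn values held no floor, no undetected miRNAs and no dimmer arrays, so the rates need not hold for miRNAs at the floor. In exosomes of the cancer lines against FHC the test recovered 1 of 6 miRNAs changed by 1 on the log2 scale. There it also recovered 3 of 6 changed by 2 and 5 of 6 changed by 4, with 0 false calls among 58. In cells it recovered 15, 16 and 20 of 20, with 3 false calls among 348, in exosomes against cells 14, 17 and 20 of 20, with 3 among 367, and against FBS 1, 3 and 6 of 6, with 2 among 58.

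Alternatives set before the data were examined were a single fit of all 19 arrays; other detection filters and calls; no detection floor; scaling by the 75th percentile, over all miRNAs or by quantiles; the processed signal and a normexp background correction with offset 50; the replicate number or the slide as a block; Welch's t-test of the methods; leaving out each array; and, for correlations and clusters, other scales, distances and sets of miRNAs. Alternatives chosen after the values were seen were 1 detection limit for all arrays of a comparison, leaving out miR-923, and leaving out miR-923 with miRNAs detected on 1 of 3 arrays of a line taken as undetected. Replicate numbers were not taken to pair the samples. Profiles of arrays with the same number, centred within their group, correlated above 0.1 in 4 of 9 pairs of exosome arrays, 4 of 6 pairs of cell arrays and 8 of 33 pairs of both kinds. These counts do not decide on a pairing, as arrays of different numbers were not compared. Cell groups of 2 arrays also give the same value for both numbers. Fits with the replicate number as a block are given with the alternatives. Serum, tissue and the other cancer lines of the paper are not among the deposited arrays used here and were left out, as were viral miRNAs in the summed signal.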

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

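The tests of the 6 miRNAs measured on both sides, of the intensity of the lower miRNAs, of the higher and lower miRNAs of HCT116 with the slide as a fixed block, of FBS arrays by slide, of blood cell RNA, of total signal in relation to miR-451, and of a single source of signal were chosen only after the results were seen. All settings with 1 detection limit were too.

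MiRNAs in data that the paper does not report came from the FBS exosome arrays, of which 31 miRNAs were detected on at least 1 and 18 on all 4. Of these 18, 15 were also detected on all 9 exosome arrays of the lines. The strongest were miR-720, with 17.7% ± 9.12 (SD, n = 4), miR-451, with 10.2% ± 6.59 (SD, n = 4), and miR-940, with 8.23% ± 2.72 (SD, n = 4). The summed signal of FBS array 1, 576.8, stood apart from the other 3 arrays (Dixon's ratio 0.921, above the 95% critical value), and chance marks about 1 in 20 groups in this way.

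HCT116 and SW480 exosomes differed in 38 of the 76 miRNAs in their change against FHC, by limma's test of the difference, 36 in favour of HCT116 and 2 of SW480. MiR-595 was 1.70% ± 0.676 (SD, n = 3) in HCT116 and detected on no SW480 array, at least 32.8-fold higher, and miR-483-5p had a difference of 3.33 on the log2 scale (limma adjusted p = 0.00137). MiR-181b and miR-181d were higher in HCT116. All SW480 arrays lie on their own slide, so that line and slide cannot be told apart here. A second difference between groups was that of exosomes and cells, where 217 of 427 miRNAs changed differently in the cancer lines against FHC, but 158 of these were detected on no exosome array and repeat the change in cells. With 1 detection limit on every array 54 changed differently, and without the floor 126.

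The first pattern was the difference of exosomes of the cancer lines from those of FHC. In HCT116, 26 of the 28 higher miRNAs stayed called with the slide as a fixed block, and all 28 were higher within both shared slides. Neither decides on the slide for these, as the arrays of 27 did not overlap. For 23, undetected on every FHC array, the filter and the floor ruled out an overlap in advance. The 14 lower miRNAs of HCT116 were all measured in both lines. Of these, 11 stayed called with the block, which argues against the slide as the whole cause for these 11. For SW480 the slide stays open, as miR-32* and miR-574-5p, 2 of the 19 lower miRNAs detected on both FBS arrays of the slide shared with FHC, were detected on neither FBS array of the other slide. Dimmer FHC exosome arrays with a higher detection limit stay open for the 24 miRNAs undetected on them, since only 3 of the 30 higher miRNAs had a bound above 1.5-fold. Of the 6 others, 5 stayed higher with 1 detection limit, miR-572 with a log2 fold change that fell from 4.91 to 1.81. MiR-1202 did not (log2 fold change 0.92 in both, limma adjusted p = 0.0489 before and 0.0958 after). All of them but miR-572 were detected on all 3 FHC arrays. The limit left the log2 fold changes of miR-630, miR-638 and miR-1915 at 2.49, 2.92 and 2.97, so it could hardly alter their calls and does not decide. Their differences do not rest on the floor, but whether dimmer arrays alter them in another way was not tested. For the lower miRNAs, a signal of similar intensity on every exosome array, which is a larger share of dimmer arrays, may account for most of those in HCT116, where 13 of 14 had an intensity within 2-fold of FHC (median 1.29-fold), but is argued against for most of those in SW480, where 10 of 26 did (median 0.317-fold) and 9 were undetected, so that it cannot be told apart for the 2 lines together, although their mean lay within 2-fold for 19 of 25. A biological difference between the lines and the different culture medium of FHC both stay open. They cannot be told apart from each other and were not tested apart from the causes above.

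The second pattern was that miR-451 varied between exosome replicates of a line, from 6.40% to 16.2% in FHC, from 1.70% to 4.74% in HCT116 and more in SW480. In 3 of 3 lines the replicate with the most miR-451 had the highest summed percent of the other blood list members, so that RNA of blood cells or serum in some exosome preparations may contribute. Total signal was highest on the same replicate in 1 of 3 lines, and with 3 replicates per line this is too little to decide on it. FHC array 3 and SW480 array 3, with the lowest total signal of their line (909.6 and 3356), detected 0 other members of the blood list. The summed percent of these members may therefore rest in part on what each array could detect. In HCT116 the array of lowest total signal had their highest summed percent. Fetal bovine serum in the culture medium cannot be told apart from other sources, since 0 members of the blood list were expected above the detection limit of every FBS array. No biological explanation was tested.

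The third pattern was signal on a probe for a viral miRNA, kshv-miR-K12-3, with a mean of 11.03% of the human signal on SW480 and 4.19% on HCT116 exosome arrays and 2.44% on FHC exosome array 3, which the paper does not report, together with miR-638 and miR-1915. Across miRNAs, probes rich in G and C had more signal in exosomes relative to cells (Spearman's rho 0.349), and the ratio of kshv-miR-K12-3 to miR-638 spanned 1.04-fold over the SW480 exosome arrays while miR-638 spanned 2.98-fold. Probes rich in G and C taking up signal may therefore contribute, as may one source of signal bound by several probes in SW480, which cannot be told apart in HCT116, where the ratio spanned 1.41-fold and miR-638 2.53-fold. A herpesvirus in the cells cannot be told apart, with 0 of 6 exosome arrays showing at least 3 other kshv miRNAs and at most 2 of the 15 others on any array, while kshv-miR-K12-3 was detected on all 4 cell arrays of HCT116 and SW480, at no more than 0.0218%, and on both of FHC, at 0.0534% and 0.0234%. No other kshv miRNA passed 0.0808% on HCT116 and SW480 exosome arrays, while kshv-miR-K12-12 had a mean of 1.49% on those of FHC. Signal was not confined to kshv probes. Ebv-miR-BART16 had a mean of 2.28% on FHC and 2.19% on HCT116 exosome arrays and was detected on no SW480 one. Hiv1-miR-TAR-3p was detected on both cell arrays of FHC and of HCT116. No biological explanation beyond a virus was tested.

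Other splits of the arrays were counted for 5 comparisons. Only the real one of 100 splits called as many miRNAs for exosomes of the cancer lines against FHC (55 miRNAs, highest other split 22). The same held for exosomes against cells (282, highest other 45) and exosomes of the lines against FBS exosomes (67, highest other 39). Other splits mix arrays of different groups, which widens the spread within a group. These counts therefore show that the groups of arrays differ. They cannot exclude chance in the choice of lines, as 1 normal and 2 cancer lines were compared. For HCT116 (42, highest other 0, 1 of 10) and SW480 (38, highest other 2, 1 of 10) exosomes against FHC the splits are too few to tell.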

How the results depend on the processing

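The settings with 1 detection limit, and those without miR-923, were chosen only after the results were seen. Outside leave-one-out settings, 5950 values of named miRNAs and pairs of arrays kept their direction and side of the threshold, 246 passed the threshold only under the alternative, 761 no longer passed it, 59 moved and 102 reversed. Counts below are miRNAs past the threshold, with those higher and lower in parentheses, and single values are log2 fold changes. Except where the setting itself tests fewer miRNAs, the cause was not tested. Where a miRNA lay at the floor in both groups, as miR-181b in SW480 and FHC exosomes, the main value was 0 and a sign appeared rather than turned. With the main setting the counts were 55 (30 and 25) for cancer line exosomes, 42 (28 and 14) for HCT116 exosomes, 38 (12 and 26) for SW480 exosomes, 148 (60 and 88) for cancer cells, 98 (22 and 76) for HCT116 cells, 158 (70 and 88) for SW480 cells, 282 (58 and 224) for exosomes against cells, 217 (119 and 98) for the difference of contrasts, 67 (50 and 17) for lines against FBS. All 15 arrays stayed on the side of their kind in every clustering. What depth limits are miRNAs under the detection limits of FHC and FBS exosome arrays, whose changes have no bound.

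With the replicate number as a block the counts were within 1.5 times the main ones, 56 for cancer line exosomes, 39 for HCT116 exosomes, 40 for SW480 exosomes, 120 for cancer cells, 80 for HCT116 cells, 132 for SW480 cells, 280 for exosomes against cells, 217 for the difference of contrasts, 61 for lines against FBS, and 873 for the miRNA lists, against 938 in the main setting.

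With only miRNAs detected on every array, fewer were tested: 18 for cancer line exosomes, 19 for HCT116 exosomes, 19 for SW480 exosomes, 58 for cancer cells, 45 for HCT116 cells, 66 for SW480 cells, 19 for exosomes against cells, 17 for the difference of contrasts, 14 for lines against FBS, 339 for the miRNA lists and r = -0.545 for the relation of exosome and cell changes.

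With no detection floor the counts were 51 (11 and 40) for cancer line exosomes, 23 (11 and 12) for HCT116 exosomes, 60 (10 and 50) for SW480 exosomes, 266 (115 and 151) for cancer cells, 181 (62 and 119) for HCT116 cells, 287 (129 and 158) for SW480 cells, 250 (104 and 146) for exosomes against cells, 126 (68 and 58) for the difference of contrasts, 40 (14 and 26) for lines against FBS, and r was 0.0479. Reversed were in exosomes: cancer lines against FHC miR-1229 -2.79, miR-1308 -0.56, miR-181b -1.43, miR-181d -2.35, let-7b -1.22, miR-25 -0.18, miR-122 -0.75, miR-382 -2.54; in exosomes: HCT116 against FHC miR-181b -0.039, miR-324-3p -0.037, miR-25 -0.55; in exosomes: SW480 against FHC miR-1308 -1.86, miR-181b -2.82, miR-122 -1.88, miR-382 -5.98; in cells: cancer lines against FHC miR-1224-5p -0.60; in cells: SW480 against FHC miR-1224-5p -1.30; in exosomes against cells miR-1308 0.12, miR-192 0.095, miR-654-3p 1.98, miR-377 0.65, miR-373 1.86; in the difference of exosome and cell contrasts miR-1308 -0.84, miR-181b -0.80, miR-195* -2.48, miR-27b -2.01, miR-31 1.18, miR-320b 1.60, miR-30d -0.44, miR-122 -1.15; in exosomes of cell lines against FBS exosomes miR-1308 -0.21, miR-181b -3.001, miR-181d -3.30, miR-223 -2.17, miR-1202 -0.047, miR-1306 -0.072, miR-1180 -0.68, miR-122 -0.32, miR-382 -0.12.

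With normexp, 75th percentile of all probes, the counts were 16 (16 and 0) for cancer line exosomes, 50 (50 and 0) for HCT116 exosomes, 17 (9 and 8) for SW480 exosomes, 245 (123 and 122) for cancer cells, 144 (48 and 96) for HCT116 cells, 241 (114 and 127) for SW480 cells, 380 (143 and 237) for exosomes against cells, 54 (54 and 0) for lines against FBS, and r was -0.136. Reversed were in exosomes: cancer lines against FHC miR-933 0.0049, miR-1306 0.22, miR-595 0.27; in exosomes: HCT116 against FHC miR-1234 0.011, miR-191* 0.0080, miR-1238 0.0044, miR-1237 0.022, miR-1228 0.071, miR-1280 0.066, miR-940 0.16, miR-1225-3p 0.062; in exosomes against cells miR-1246 -0.9995, miR-1290 -0.31, miR-181d -0.18; in the difference of exosome and cell contrasts miR-1229 -0.068, miR-150 -0.40, miR-122 -0.0037, miR-1275 -0.0027, miR-720 0.15, miR-1280 0.66; in exosomes of cell lines against FBS exosomes miR-933 0.0019, miR-1234 0.0010, miR-766 0.034, miR-425* 0.013, miR-1238 0.013, miR-191* 0.0046, miR-1228 0.043, miR-1225-3p 0.0094, miR-1280 0.054, miR-720 0.97.

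With gProcessedSignal, 75th percentile of all probes, which equals the authors' series values, the counts were 38 (24 and 14) for cancer line exosomes, 43 (43 and 0) for HCT116 exosomes, 45 (18 and 27) for SW480 exosomes, 192 (102 and 90) for cancer cells, 131 (52 and 79) for HCT116 cells, and r was -0.0180. Reversed were in exosomes: cancer lines against FHC miR-1229 -1.14, miR-181b -0.31; in exosomes: SW480 against FHC miR-181b -1.91, miR-382 -1.27; in cells: HCT116 against FHC miR-1224-5p 0.22; in the difference of exosome and cell contrasts miR-1229 -1.14, miR-320b 0.20; in exosomes of cell lines against FBS exosomes miR-181b -0.83, miR-181d -0.90, miR-720 0.64.

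With the 75th percentile of miRNAs detected on all arrays the counts were 124 (42 and 82) for HCT116 cells, 399 (43 and 356) for exosomes against cells, 63 (55 and 8) for lines against FBS, and r was -0.0510. Reversed were in exosomes against cells miR-1246 -0.57, miR-150 -1.49, miR-181d -1.85; in the difference of exosome and cell contrasts miR-150 -2.23; in exosomes of cell lines against FBS exosomes miR-720 0.87.

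With quantile normalization the counts were 33 (16 and 17) for SW480 exosomes, 181 (100 and 81) for cancer cells, 138 (66 and 72) for HCT116 cells, 174 (98 and 76) for SW480 cells, 224 (105 and 119) for the difference of contrasts, and r was 0.104. Reversed was in cells: SW480 against FHC miR-1308 0.051. With miRNAs detected on at least 1 array r was -0.0402.

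With 1 detection limit on every array the counts were 28 (7 and 21) for cancer line exosomes, 16 (5 and 11) for HCT116 exosomes, 92 (33 and 59) for exosomes against cells, 54 (23 and 31) for the difference of contrasts, 13 (3 and 10) for lines against FBS, 612 for the miRNA lists, and r was -0.126. Reversed were in the difference of exosome and cell contrasts miR-1308 -0.073, miR-100 -0.52, miR-424 -0.11.

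With the methods' t-test, unadjusted, the counts were 22 (11 and 11) for cancer line exosomes, 27 (20 and 7) for HCT116 exosomes, 25 (7 and 18) for SW480 exosomes, 75 (27 and 48) for cancer cells, 46 (3 and 43) for HCT116 cells, 142 (45 and 97) for exosomes against cells, 39 (26 and 13) for lines against FBS, and without miR-923, single detections as not detected, 23 for cancer line exosomes, 23 for SW480 exosomes. With the methods' t-test and Benjamini-Hochberg adjustment they were 3 for cancer line exosomes, 1 for HCT116 exosomes, 1 for SW480 exosomes, 11 for cancer cells, 0 for HCT116 cells, 0 for SW480 cells, 80 for exosomes against cells, 28 for lines against FBS, and 306 for the miRNA lists, where the counts of 0 in cells of single lines are of 2 arrays against 2 and limma called 98 in HCT116 and 158 in SW480. In both, the sign of miR-181b in exosomes against cells reversed (0.0040).

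For correlations over miRNAs detected on both arrays of the pair, the correlation of exosome profiles between arrays FHC exosomes 1 and SW480 exosomes 3 reversed to -0.0599 and that of FHC exosomes 2 and SW480 exosomes 3 to -0.0255.

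Leaving out single arrays gave ranges of 53 to 64 for cancer line exosomes, 34 to 45 for HCT116 exosomes, 38 to 45 for SW480 exosomes, 117 to 164 for cancer cells, 67 to 122 for HCT116 cells, 110 to 183 for SW480 cells, 279 to 285 for exosomes against cells, 205 to 232 for the difference of contrasts, 61 to 67 for lines against FBS and 818 to 1016 for the miRNA lists. The relation r ranged from -0.137 to -0.0269, the correlation within lines from 0.822 to 0.879 and between lines from 0.483 to 0.564, and 14 of 14 arrays stayed in their cluster. Detected miRNAs of FHC minus cancer exosomes ranged from -35.8 to -20.6 and of exosomes minus cells from -226.9 to -211.7, and summed signal from -4518 to -3566 and from -151700 to -135810.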

Differences from the paper's values

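Table S3 of the paper gives 0.01% for FHC exosomes, its value for undetected miRNAs, where the deposited arrays gave means of 0.106% for miR-1229, 0.110% for miR-1274a, 0.124% for miR-1290, 0.0735% for miR-15b, 0.0980% for miR-16, 0.177% for miR-181d, 0.215% for miR-21, 0.110% for miR-223, 0.0663% for miR-23a and 0.0972% for miR-572. In HCT116 exosomes the paper's 0.01% for miR-1181 and miR-320d and the paper's 0.00% for miR-345 stand against 0.0561%, 0.0401% and 0.0242%, and in SW480 exosomes the paper's 0.01% for miR-1308 against 0.0269%. These 14 values differed under every alternative set before the data were examined. They did not differ when miR-923 was left out and miRNAs detected on 1 of 3 arrays of a line were taken as undetected, a setting chosen after seeing the values.

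For miR-1246 the paper gives 0.54% in HCT116 and 0.33% in SW480, against 2.52% and 1.40% here. For miR-125a-3p the paper gives 2.94% and 2.04%, against 0.0744% and 0.03%; for miR-1268 the paper gives 0.08% and 0.01%, against 3.46% and 1.56%; and for miR-127-3p the paper gives 4.02% and 2.24%, against 0.103% and 0.01%. These 8 values differed under all alternatives, planned or not. With miR-923 left out and single detections taken as undetected, the paper's values for miR-125a-3p matched those of miR-1246, and the paper's for miR-127-3p those of miR-1268, in both lines, and 45 of the 52 lines of the table matched within 0.01 percentage points in both HCT116 and SW480.

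For the Pearson r of exosome profiles in Table S1, a value was taken to differ when it lay further from the paper's than the SD between pairs of arrays of the same lines under the same setting. The paper gives 0.8767 for FHC exosome arrays 1 and 2, against 0.844 here, which did not differ on the log2 scale or without the 5 miRNAs of highest mean percent and did over miRNAs detected on both arrays. For HCT116 array 1 and SW480 array 2 the paper gives 0.5341, against 0.649, which did not differ on the log2 scale or over miRNAs detected on both arrays and did without the 5 miRNAs. For SW480 array 1 and FHC array 2 the paper gives 0.4903, against 0.273, which did not differ on the log2 scale and did under the other 2.

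The paper counts 52 miRNAs higher in all 5 cancer lines by Welch's t-test, and here 30 were higher in HCT116 and SW480 together by limma with adjusted p-values, a different test over 2 of the 5 lines. No alternative set before the data were examined reached the paper's count. Leaving out miR-923 and taking single detections as undetected, a setting chosen after seeing the values, gave 35 by limma, of which 28 are in Table S3, so that it drops 24 of the paper's 52. Means were higher in cancer line exosomes than in FHC exosomes for 46 of the 52 and 13 of the 16, the direction that the paper gives. However, 33 of the 52 and 5 of the 16 were detected on no FHC exosome array. Their FHC mean was the floor, under which a cancer line mean could not fall. The study also chose these lists partly on these arrays, so the direction is not independent evidence. Table S3 miRNAs called higher numbered 23 in the main setting, 9 by the methods' t-test and 26 after quantile normalization. Of the paper's 16, 5 were called higher in the main setting, 2 by the methods' t-test and 0 after its adjustment, 2 with 1 detection limit on every array, also chosen after seeing the values, 6 after quantile normalization, 7 with the processed signal and 9 in the setting without miR-923 and single detections.

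The paper states that miR-181d alone of the 16 was higher in cancer cells than in FHC cells. Of the 16, the mean was higher in cancer cells for 4. MiR-181d was lower here (log2 fold change -1.12, limma adjusted p = 0.0474), and miR-150 was higher (log2 fold change 0.77, limma adjusted p = 0.0126). Only HCT116 and SW480 of the 5 cancer lines could be compared.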

Other observations

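Cells of HCT116 and SW480 carried epithelial miRNAs that FHC cells lacked. MiR-141 was 0.704% ± 0.293 (SD, n = 4) of the signal and was detected on no FHC cell array, at least 713-fold higher (limma adjusted p = 0.000757), and all 5 members of the miR-200 family, which keeps cells epithelial, were higher (camera adjusted p = 0.00156, and adjusted p = 0.686 with an estimated correlation), though miR-429 lost its call without FHC cell array 1 or 2 (log2 fold change 2.99, limma adjusted p = 0.0560 and 0.0555). The miR-17-92 cluster, which drives growth, and its paralogs had 7 of 11 members higher (11 when adjusted over the list alone), as miR-25, with 0.610% ± 0.277 (SD, n = 4) against 0.114% ± 0.0275 (SD, n = 2; limma adjusted p = 0.00639). FHC cells instead carried miR-145, a miRNA of smooth muscle and fibroblasts, with 0.879% ± 0.0529 (SD, n = 2) against 0.0296% ± 0.0228 (SD, n = 4; log2 fold change -5.31, limma adjusted p = 3.86e-05). MiR-199a-3p was 0.913% ± 0.138 (SD, n = 2) and detected on no cancer cell array, at least 897-fold lower.

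Of the imprinted cluster on chromosome 14, 25 of 29 miRNAs were lower in the cancer cells (26 when adjusted over the list alone; camera adjusted p = 2.84e-14, and adjusted p = 0.0546 with an estimated correlation), as miR-377 (log2 fold change -5.07, limma adjusted p = 5.45e-08). Placental and stem cell miRNAs of chromosome 19 had 6 of 15 members higher, from SW480 alone, as miR-372, with 2.00% ± 0.0478 (SD, n = 2) in SW480 cells. Of the colon epithelial miRNAs, 2 of 5 were higher, miR-192 (log2 fold change 0.55, limma adjusted p = 0.000361) and miR-31 (2.85, 0.00637), the latter losing its call without FHC cell array 2 (2.65, 0.0560). The miR-23, miR-27 and miR-24 clusters had 4 of 5 lower, the miR-99, miR-100 and miR-125 family 3 of 5 and the miR-30 family 3 of 5, the last with 1 higher and 4 lower after quantile normalization. Let-7, miR-29 and miR-320 members had 0 called in cells by limma, miR-15 and miR-16 members 1 lower (miR-424, log2 fold change -1.96, limma adjusted p = 0.0329, lost without any 1 of the 4 cancer cell arrays, with -2.04 to -1.88 and p from 0.0763 to 0.132), blood cell and serum miRNAs 2 higher (miR-150 and miR-126) and 1 lower (miR-486-5p) of 5, miRNAs rich in G and C 1 each way of 15 (miR-1275 and miR-939, both lost without any 1 of the 4 cancer cell arrays, limma adjusted p from 0.0535 to 0.137, and the first also without FHC cell array 2, with 0.0894), and withdrawn pieces of transfer or ribosomal RNA 1 lower of 6 (miR-1826). In cells, 60 miRNAs were higher and 88 lower of 408 tested. The 2 cancer lines shared 12 higher and 64 lower miRNAs, where independent lists would share 3.77 and 16.4. In 100 simulations of unchanged groups with the same FHC arrays 0.01 and 0.02 were shared, but unchanged groups yield few calls to share. The covariance of the log2 fold changes was 2.04, against 0.0351 in the simulations.

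Against FBS exosomes, 50 of 76 miRNAs were higher and 17 lower in exosomes of the lines, counts that became 55 and 8 when scaled by the 75th percentile, 54 and 0 with normexp background correction, 14 and 26 without the floor, and 3 and 10 with 1 detection limit on every array, an alternative chosen after the values were seen. MiR-630 was detected on no FBS array, at least 4.71-fold higher in the lines (limma adjusted p = 4.52e-09), and miR-638 at least 4.94-fold (limma adjusted p = 2.34e-07). MiR-1237 was 2.31% ± 0.649 (SD, n = 4) in FBS and 0.244% ± 0.255 (SD, n = 9) in the lines (log2 fold change -4.57, limma adjusted p = 7.54e-08). FBS arrays were the dimmest, and 42 of the 45 higher miRNAs undetected on them had no bound above 1. MiR-451 did not differ past the threshold (log2 fold change -0.62, limma adjusted p = 0.398).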
